# Brain region- and sex-specific transcriptional profiles of microglia

**DOI:** 10.3389/fpsyt.2022.945548

**Published:** 2022-08-24

**Authors:** Kelly Barko, Micah Shelton, Xiangning Xue, Yvette Afriyie-Agyemang, Stephanie Puig, Zachary Freyberg, George C. Tseng, Ryan W. Logan, Marianne L. Seney

**Keywords:** microglia, RNA-sequencing, Tmem119, disease-associated microglia, sex difference

## Abstract

Microglia are resident macrophages of the brain, performing roles related to brain homeostasis, including modulation of synapses, trophic support, phagocytosis of apoptotic cells and debris, as well as brain protection and repair. Studies assessing morphological and transcriptional features of microglia found regional differences as well as sex differences in some investigated brain regions. However, markers used to isolate microglia in many previous studies are not expressed exclusively by microglia or cannot be used to identify and isolate microglia in all contexts. Here, fluorescent activated cell sorting was used to isolate cells expressing the microglia-specific marker TMEM119 from prefrontal cortex (PFC), striatum, and midbrain in mice. RNA-sequencing was used to assess the transcriptional profile of microglia, focusing on brain region and sex differences. We found striking brain region differences in microglia-specific transcript expression. Most notable was the distinct transcriptional profile of midbrain microglia, with enrichment for pathways related to immune function; these midbrain microglia exhibited a profile similar to disease-associated or immune-surveillant microglia. Transcripts more highly expressed in PFC isolated microglia were enriched for synapse-related pathways while microglia isolated from the striatum were enriched for pathways related to microtubule polymerization. We also found evidence for a gradient of expression of microglia-specific transcripts across the rostral-to-caudal axes of the brain, with microglia extracted from the striatum exhibiting a transcriptional profile intermediate between that of the PFC and midbrain. We also found sex differences in expression of microglia-specific transcripts in all 3 brain regions, with many selenium-related transcripts more highly expressed in females across brain regions. These results suggest that the transcriptional profile of microglia varies between brain regions under homeostatic conditions, suggesting that microglia perform diverse roles in different brain regions and even based on sex.

## Introduction

As the brain’s resident macrophage, microglia are instrumental to the regulation of parenchyma health, surveilling the local environment using a complex network of ramified processes through which they identify potential threats (i.e., cellular debris, microorganisms, misfolded proteins). In response to infection or injury, microglia rapidly change morphology to take on the classic activated ameboid form characterized by retracted, thickened processes and increased soma size. Activated microglia swarm the site of injury, release pro-inflammatory cytokines [i.e., interleukin (IL)-1β, IL-6, tumor necrosis factor (TNF)-α (1, 2)], and recruit peripheral macrophages to the site of injury. Microglia clear or engulf dead and dying cells (3) which prevents further damage caused by the release of cellular contents. Once the threat has been addressed, microglia release anti-inflammatory cytokines and growth factors to repair damage and restore homeostasis (1). Beyond their disease- and injury-associated functions, microglia play roles in shaping neuronal circuits during specific developmental periods, and evidence suggests that this process continues throughout the lifespan. In the healthy brain, microglia interact with and eliminate synapses and clear apoptotic neurons (3, 4), but crucially, they also induce synapse formation and regulate neurogenesis (5, 6). Microglia release synaptic factors (e.g., BDNF, glycine, L-serine) and prune synapses in an activity-dependent manner with implications for learning and behavior (4, 6–9).

Evidence from both preclinical and clinical studies reveal that microglia are heterogenous across brain regions in their density (10), morphology (11–14), gene expression (13–18), and proliferation (19–21). While not completely understood, the wide regional heterogeneity of microglia suggests they play distinct roles in specific regions of the brain. An early study by Lawson et al. demonstrated a greater than 5-fold variation in the density of microglial processes between regions (10). Frontal regions, including the cortex, striatum, and hippocampus, exhibit high levels of microglial ramification (11, 12), while microglia in hindbrain regions (i.e., cerebellum, brainstem) and regions which do not have a protective blood brain barrier (i.e., median eminence, circumventricular organs, subventricular zone) have low ramification tending more toward the activated ameboid morphology (10, 13, 14). The expression of molecular markers is region-specific. For instance, expression of the fractalkine receptor C-X3-C Motif Chemokine Receptor 1 (CX3CR1), a major component of the signaling pathway between microglia and neurons in the healthy brain, is highest in frontal regions and midbrain but comparatively low in hindbrain and circumventricular regions (18). The opposite pattern is true for phagocytic or immune activating genes, with, for instance, higher expression of markers associated with microglia reactivity in the blood brain barrier-lacking circumventricular organ of the mouse brain (13–17).

Further, evidence suggests that microglia may be phenotypically distinct between males and females (22–27). Brain sexual dimorphism is regulated by gene expression and hormonal surges during discrete developmental windows. By birth, microglia exhibit sex differences in number, morphology, and expression of activation markers/receptors. For instance, there are sex differences in levels of microglia with activated morphology during early postnatal development in several brain regions [e.g., in preoptic area, paraventricular nucleus, dentate gyrus, amygdala (26, 27)]. In these regions, sex differences in microglia number are dependent on steroid hormones produced during development; treating female mice with estradiol in the first two postnatal days produces the masculine pattern of microglia number and morphology (26). Evidence suggests sex differences in microglia phenotype as well. *Ex vivo*, microglia derived from male and female brains show divergent inflammatory signaling to lipopolysaccharide and estradiol (28). Evidence also suggests sex differences in the transcriptional profile of microglia [e.g., (23–25)], with female microglia showing a neuroprotective phenotype which is retained after transfer into male brains (23). There are also sex differences in morphology and transcript expression of microglia in the prefrontal cortex (25, 29), one of our regions of interest in the current study. Together, this prior evidence for sex differences in microglia motivates our current study to investigate the transcriptional profile of isolated microglia, focusing on whether any sex differences are consistent across brain regions.

Previous attempts to identify microglia in the CNS relied on morphology, relative marker expression as assessed by flow cytometry, or generating bone marrow chimeras [e.g., (10–16, 30–33) reviewed in (34)]. However, these approaches cannot be used to identify and isolate microglia in all contexts. Some commonly used markers are not cell type exclusive. For example, the commonly used marker for the fractalkine receptor CX3CR1 is also expressed by circulating monocytes and peripheral macrophages (35–37). Similarly, both microglial morphology and the expression of common microglial markers may change in response to disease or injury (e.g., expression of the purinergic receptor P2RY12 is lower in response to immune activation, while expression of CD68, a lysosomal-associated membrane protein, increases) (38–40). This adds an additional confounding factor to analyses which are aimed at generating a transcriptional profile across all microglia regardless of pathological state. Here, we make use of the microglia specific marker, transmembrane protein 119 (TMEM119), a robustly expressed cell-surface protein, to distinguish microglia from infiltrating macrophages (41). We used mice that conditionally expressed a fluorescent reporter only in TMEM119 expressing cells to sort microglia for RNA-sequencing (42). These mice enabled us to create transcriptomic profiles of purified microglia from male and female mice across the PFC, striatum, and midbrain to investigate potentially unique populations of microglia by sex and brain region. The three regions are reciprocally connected, functionally related, and activity across these regions underlies a multitude of complex behaviors. The direct connections between the dorsal and ventral striatum in the forebrain and the ventral tegmental area (VTA) and substantia nigra (SNc) in the midbrain represent a conserved dopaminergic circuit which is central to regulating movement, motivation, reinforcement, and learning (43–46). While the vast body of work has examined the ways that microglia in these regions respond to infection, disease, and degeneration, comparatively few groups have investigated the regional heterogeneity of this important cell type under homeostatic conditions, which we directly assess at the transcriptional level in the current study.

## Materials and methods

### Mice

Mice were group-housed (3–5 mice/cage) and maintained under standard conditions (12:12 h light/dark cycle; lights on 7 a.m.; 22 ± 1°; food and water *ad libitum*), in accordance with University of Pittsburgh Institutional Animal Care and Use Committee. Heterozygous Tmem119-2A-CreERT2 (Jackson Labs; RRID:IMSR_JAX:031820) female mice were crossed with a homozygous Ai14(RCL-tdTomato)-D (Jackson Labs; RRID:IMSR_JAX:007914; contains *loxP* flanked STOP cassette to prevent transcription of tdTomato reporter) male mouse to produce a Tmem119-2A-CreERT2/Ai14(RCL-tdTomato)-D mouse strain that allowed for conditional activation of the tdTomato reporter in TMEM119 labeled cells in the brain using tamoxifen. Adult mice heterozygous for Tmem119-2A-Cr eERT2 and Ai14(RCL-tdTomato)-D, 17–18 weeks in age were used for experimentation (*n* = 6 mice per sex). Mice were group-housed in 12-h light/dark with food and water *ad libitum*. Tamoxifen (Sigma−Aldrich, order no. 10540−29−1) solution preparation and administration were followed accordingly to instructions from The Jackson Laboratory, Bar Harbor, Maine^1^ (47, 48). Mice were administered 75 mg tamoxifen/kg body weight via intraperitoneal injection once every 24 h, for five consecutive days. Mice were sacrificed 10–21 days post final injection to allow for effective tamoxifen induction.

### Tissue extraction

Mice were sacrificed by live-cervical dislocation without anesthesia. Brains were extracted and rinsed with chilled 1X artificial cerebrospinal fluid (ACSF). Brain regions (prefrontal cortex; Bregma + 2.96 to + 1.42 mm, striatum; Bregma + 1.42 to –0.46 mm, and mid-brain; Bregma –2.88 to –3.88 mm) were separated by using a stainless-steel mouse brain matrix (1 mm) and single edge blades, kept on wet ice (Figure 1A). Sectioned tissue was transferred to designated 15 ml conical tubes filled with approximately 3 ml of chilled 1X ACSF.

**FIGURE 1:**
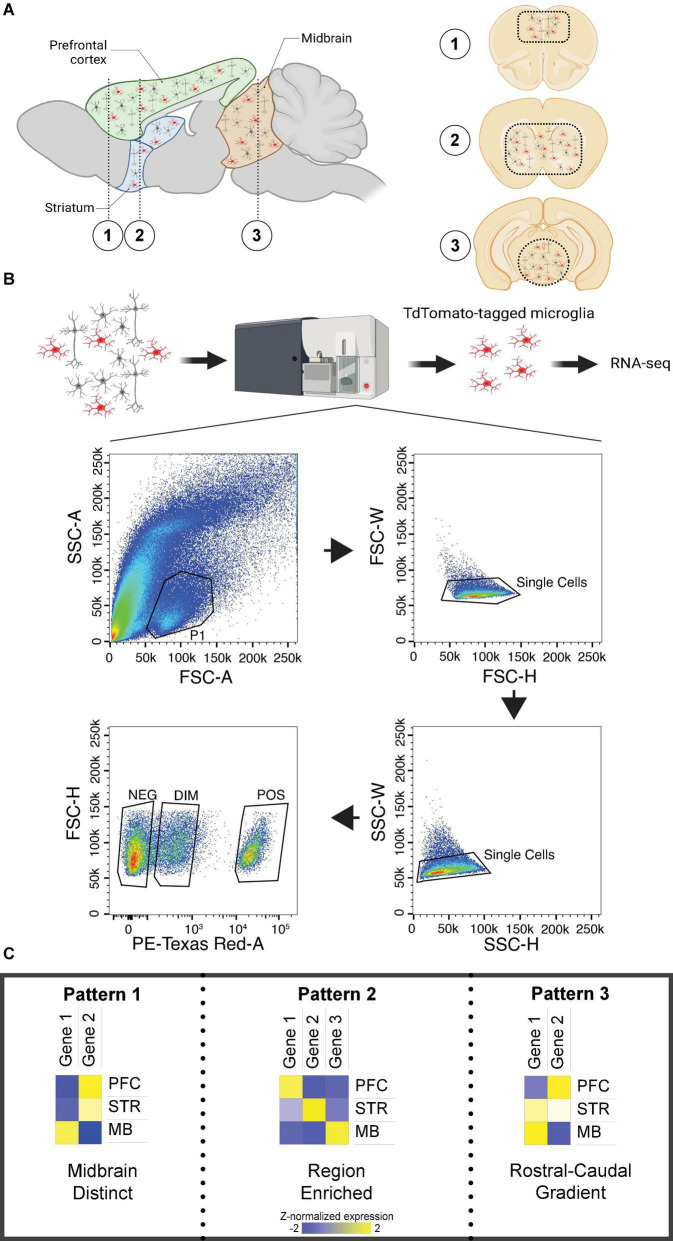
Brain regions investigated and patterns of differential expression across regions. **(A)** Left. Sagittal section of the mouse brain with prefrontal cortex (PFC), striatum (STR), and midbrain (MB) labeled. **(A)** Right. Coronal sections of the mouse brain corresponding to the numbered regions in the left sagittal section. Dashed lines indicate the approximate location of tissue isolation for each region. **(B)** Experimental design for microglia isolation with fluorescent-activated cell sorting, including the gating strategy. Only cells identified as Td-Tomato positive were sequenced. **(C)** Patterns of transcript expression across investigated brain regions. Pattern 1 was associated with distinct expression in the midbrain. Pattern 2 was associated with enrichment in either PFC or striatum. Pattern 3 was associated with a rostral-to-caudal gradient of expression. Created with BioRender.com.

### Tissue dissociation and preparation

Individual cell suspensions of harvested tissue for fluorescent activated cell sorting (FACS) were prepared by utilizing the following Miltenyl Biotec products: Adult Brain Dissociation Kit, mouse and rat (order no. 130-107-677), gentleMACS Octo Dissociator with Heaters (no. 130-096-427), gentleMACS C Tubes (no. 130-093-334), and MACS SmartStrainer (70 um) (no. 130-098-462). Cells were resuspended in 200 μL of 1X phosphate buffered saline (Gibco, order no. 70011-004) and transferred to designated 1.5 mL tubes for FACS. One sample from the PFC was lost during tissue dissociation due to a cracked tube, resulting in *N* = 5 male PFC samples.

### Fluorescent activated cell sorting

Individual cell suspensions were sorted by the Unified Flow Core FACS facility at the University of Pittsburgh. Cells containing the microglia marker of interest, Tmem119-2A-CreERT2, expressing Ai14(RCL-tdTomato)-D were sorted with a BD FACSAria II; cells were excited by a 532 nm laser and detected with 610/20 bandpass filter. The isolation and gating strategy is shown in Figure 1B; only positive cells were collected for RNA-seq. We confirmed using qPCR that positive cells exhibited high expression of the microglia-specific markers *Tmem119* and *Aif1*, and negligible expression of the neuronal marker *Rbfox2* (Supplementary Figure 1). Cells were sorted into designated 1.5 mL tubes with 250μL solution of Buffer RLT Plus (Qiagen, order no. 1030963) and 2-mercaptoethanol (MilliporeSigma, order no. 444203). Isolated microglia samples were stored at –80°C until further use. The mean number of isolated cells was 33,399 ± 4,272 (mean ± SEM; Supplementary Extended data 1).

### RNA sequencing

RNA extractions, cDNA generation, and library preparation were performed by the University of Pittsburgh Health Science Sequencing Core at the UPMC Children’s Hospital of Pittsburgh, Pittsburgh, PA, United States. RNA was extracted using the Qiagen RNeasy Plus Micro extraction kit (Qiagen:74034) following manufacturer’s instructions, including the use of DNA elimination columns. RNA was assessed for quality on an Agilent Fragment Analyzer 5300 using the High sensitivity RNA kit (Agilent: DNF-472-1000). The mean RNA integrity number (RIN) was 8.4, indicating excellent quality for RNA sequencing. 4.5 μl of RNA was used from each sample for cDNA generation using the Takara Smart-Seq HT kit (Takara: 634438) following manufacturer’s instructions, with 15 cycles of cDNA amplification. Smart-Seq cDNA was assessed for quality on an Agilent Fragment Analyzer 5300 using the High sensitivity NGS kit (Agilent: DNF-474-1000). All samples passed QC with full length cDNA (mean concentration of 12.9 ng/μl; primary peaks ∼2000 bp; absence of short length cDNA with bimodal peaks including second peak at ∼300 bp). Library preparation was performed using 1 ng of cDNA input with the Illumina Nextera XT kit (Illumina: FC-131-1096) and UDI indexes (Illumina: 20027215) added using 12 PCR cycles. Libraries were assessed using an Agilent High sensitivity NGS kit (Agilent: DNF-474-1000), and then normalized and pooled by calculating the nM concentration based on the fragment size (base pairs) and the concentration (ng/μl). Prior to sequencing, library pools were quantified by quantitative polymerase chain reaction (qPCR) on the LightCycler 480 using the KAPA qPCR quantification kit. Libraries were sequenced on a NovaSeq 6000 at UPMC Genome Center on an S2 100 cycle flow cell, 2 × 50 bp, for an average of ∼30 million reads per sample. 

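CPM (counts scaled to library size with edgeR's TMM factors) were summed over lists of marker transcripts in each of the 35 samples. A list of 14 transcripts of homeostatic microglia, which holds Csf1r, P2ry12 and Tmem119, summed to 54080 ± 2285 CPM (SD, n = 12) in the midbrain, 60150 ± 3092 (n = 12) in the striatum and 58470 ± 2312 (n = 11) in the PFC. A list of 12 oligodendrocyte transcripts summed to 407 ± 65.0 CPM (SD, n = 12) in the midbrain, 497 ± 162 (n = 12) in the striatum and 342 ± 100 (n = 11) in the PFC. Cnp and Mbp, at means of 162.9 and 111 CPM, made up most of that sum. For 10 astrocyte transcripts the sums were 243 ± 19.0 CPM (SD, n = 12) in the midbrain, 360.2 ± 60.2 (n = 12) in the striatum and 351 ± 78.2 (n = 11) in the PFC, of which Slc1a3 alone gave a mean of 209.2 CPM over all samples. A list of 20 neuronal transcripts summed to 42.7 ± 4.04 CPM (SD, n = 12) in the midbrain, 47.6 ± 7.20 (n = 12) in the striatum and 47.6 ± 10.9 (n = 11) in the PFC. Endothelial transcripts (9 listed) summed to 26.9 ± 11.0 CPM (SD, n = 12) in the midbrain, 38.4 ± 16.5 (n = 12) in the striatum and 26.1 ± 6.28 (n = 11) in the PFC. Within mice, the astrocyte sum was lower in the midbrain than in the PFC in all 11 mice with both samples, by a mean difference of -109 CPM (exact sign-flip permutation test, two-sided, p = 9.77e-04, the smallest that 11 pairs can give, adjusted p = 0.00377 over 54 tests). Against the striatum the mean difference of that sum was -117 CPM, with a lower midbrain value in all 12 mice (exact p = 4.88e-04, the smallest that 12 pairs can give). The oligodendrocyte sum was higher in the striatum than in the PFC in 11 of 11 mice, by 156 CPM (exact p = 9.77e-04). The neuronal sum differed by -4.72 CPM between midbrain and PFC (exact p = 0.319) and by -4.90 CPM between midbrain and striatum (exact p = 0.102). The mean log2 CPM of the markers, which weighs each transcript alike, gave a difference of 0.090 for the astrocyte list between midbrain and PFC, opposite in sign to that of the sum and higher in the midbrain in 4 of 11 mice (exact p = 0.806), and -0.51 between midbrain and striatum (exact p = 0.0288, adjusted p = 0.0598). By the same measure, the neuronal markers were lower in the midbrain than in the PFC by a mean log2 difference of -0.74 (exact p = 9.77e-04) and lower than in the striatum by -0.51 (exact p = 0.00684).

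**Figure D1:**
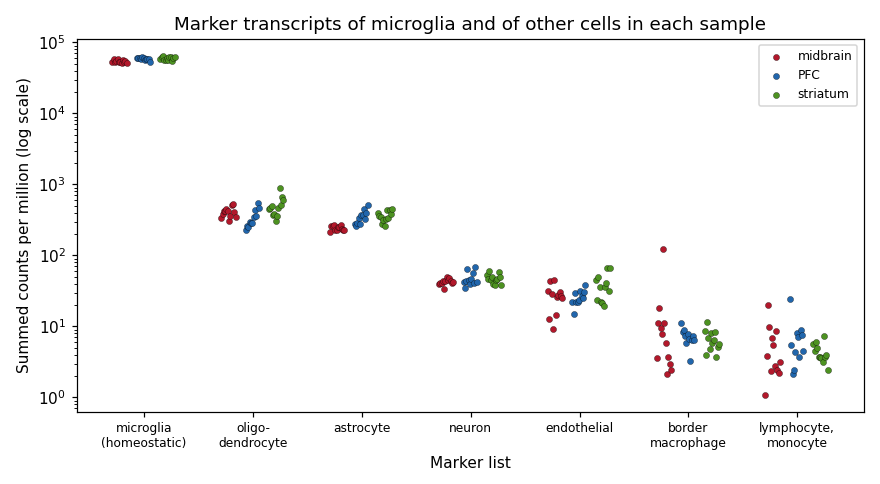
Summed CPM (log scale) of each marker list in each sample, coloured by brain region, 1 point per sample. Homeostatic microglial transcripts sum to at least 50680.0 CPM in every sample, and the single high point among the border macrophage markers is a midbrain sample of female mouse 6 at 123 CPM.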

Microglia-specific cell type markers (e.g., *Tmem119*, *P2ry12*, *Aif1*, *Itgam*) are highly expressed in our sorted cells compared to other cell type markers, indicating that our cell sorts are indeed effective at isolating microglia (Supplementary Figure 2).

### Data analysis

FastQC (version 0.11.9) was used to determine the per base sequence quality, with a mean score of 36 across samples. Paired-end reads were preprocessed, adapters removed using trimmomatic (version 0.38), and trimmed reads were mapped to Mus musculus Ensembl GRCm38 using HISAT2 (version 2.2.0), with a mean overall alignment rate of 92% across samples.

After mapping, the total 46,078 Ensembl transcripts were filtered to remove low expression transcripts. Specifically, we divide samples into subgroups by sex and brain region, then we keep only transcripts with at least one count per million (CPM) in at least one subgroup. After the filtering, 21,236 remained for DE analysis. RNA-seq data were analyzed using DESeq2 using brain region and sex as the main effects. Principal component analysis was performed using ggplot and the function prcomp. For brain region comparisons, we first determined if there was a main effect of region on microglial transcript expression (adjusted *p* < 0.05). If there was a main effect of brain region, we then performed two-group *post hoc* comparisons; transcripts with *post hoc p* < 0.05 and fold change > 1.2 were considered differentially expressed (DE). We identified 3 patterns of transcript expression, which we then probed in more detail: (1) distinct expression in the midbrain; (2) enrichment in either striatum or PFC; (3) gradients of expression (Figure 1C). We then determined which transcripts exhibited a main effect of sex (*p* < 0.05; fold change > 1.2). From the full interaction model, we then extracted data for sex differences within each brain region (*p* < 0.05; fold change > 1.2). Pathway over representation was assessed using Metascape, with expressed transcripts as background. Rank Rank hypergeometric overlap (RRHO) was used as a threshold-free approach to determine if there were similar patterns of sex differences across brain regions (49).

## Results

### Differential expression identifies brain region-specific transcriptional patterns

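Microglia carrying a tamoxifen-induced tdTomato label under control of Tmem119 were sorted from the midbrain, striatum and PFC of 6 male and 6 female mice, and each sorted sample was sequenced separately after cDNA synthesis with the Smart-Seq HT kit and library preparation with Nextera XT. There were 6 samples per region and sex, except 5 in the male PFC, where the sample of mouse 3 was lost. One column of the counts is named as PFC of mouse 3 while the sample label with the same library number names the striatum, and it was taken as striatum because the paper has 5 male PFC samples and the part of its supplementary data read here lists none of mouse 3. On transcripts chosen in the other mice, that sample lay 83.6% of the way from the PFC mean to the striatum mean. The authors trimmed the reads, aligned them to GRCm38 with HISAT2 and deposited the number of reads counted on each gene, without normalization. The table holds 21236 genes that passed the authors' filter on low expression, of which 21103 have a symbol in the GENCODE M21 annotation and 14695 are protein coding. The paper's text does not name the counting tool, the annotation release, the use of the strand or the handling of reads that match several places. Total counts per sample lay between 37680501 and 54131421. The median total was 46733816 in the male and 47161620 in the female midbrain, 47533929 and 44042348 in the striatum, and 48629501 and 48962903.5 in the PFC. Between 16725 and 19671 genes had at least 1 count in a sample, and the most abundant gene took at most 6.40% of a sample's counts. A floor of 3 counts was chosen, under which a value is not told from 0, and corresponds to 0.0554 to 0.0796 CPM. The libraries carry no molecular identifiers, so this floor covers counting error only. Every gene in the table was fitted with edgeR's quasi-likelihood model in a single fit of all samples, with brain region and sex as additive terms for the comparisons between regions and for the main effect of sex, and with the 6 groups of region and sex for the sex differences within a region. Adjusted p-values are Benjamini-Hochberg values over all genes, and tests of the model are two-sided. The thresholds were taken from the paper. The effect of region needed an adjusted p under 0.05. Pairs of regions and sex needed a p under 0.05 with a fold change over 1.2. For these the paper names no adjustment, and the p was taken here as unadjusted. Samples from the same mouse were more alike than samples from different mice: after the mean of each region and sex was removed, the log2 CPM of 12297 transcripts correlated with a mean r of 0.22 over 34 pairs of samples from the same mouse and -0.043 over 170 pairs from different mice of the same sex. The comparisons between regions were therefore also fitted with the mouse as a block in place of sex. Mice 1 to 6 also differed from mice 7 to 12, in 5083 transcripts at an adjusted p under 0.05, and results are given within each of these groups of mice as well.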

We first determined whether there were brain region differences in transcript expression of isolated microglia by performing principal component analysis (PCA). 

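Principal components were computed with prcomp on log2 CPM (TMM, prior count 2) of all 21236 genes, centred and not scaled. PC1 explained 12.1%, PC2 8.51% and PC3 6.33% of the variance. The midbrain samples separated from the others on PC2, where their scores lay between 15.1 and 52.4 and those of the PFC and striatum between -61.9 and 9.45. The difference of the mean PC2 scores was 55.5 (permutation test of 100000 resamples, two-sided, p = 1e-05, the smallest these resamples can give). Among males the mean score was 31.9 ± 14.4 (SD, n = 6) in the midbrain and -21.4 ± 19.1 (n = 11) in the other regions, and among females 41.0 ± 7.50 (n = 6) and -16.9 ± 15.1 (n = 12). In each sex the lowest midbrain score, 15.1 in males and 31.3 in females, was above the highest score of the other regions, 9.45 and 8.49. The difference was 56.9 within mice 1 to 6 and 54.6 within mice 7 to 12. On PC1, midbrain and the other regions differed by 28.5 (permutation p = 0.0263, two-sided) and the ranges overlapped. Mean scores of males and females, taken per mouse, were 1.29 and -0.292 on PC1 (exact permutation test, two-sided, p = 0.892) and -1.96 and 2.45 on PC2 (exact p = 0.418). With the 500 most variable genes the difference was 30.6, and the ranges stayed apart. With every gene scaled to unit variance, PC2 scores of the midbrain reached down to -15.6 and those of the other regions up to 15.1, so that the ranges overlapped, with a difference of means of 66.01. Without mouse 1 they also overlapped, the midbrain reaching down to -10.5 and the others up to 27.1, and so they did without mouse 4 (7.21 and 11.9) and without mouse 6 (5.07 and 13.8). Without mouse 1, 4 or 6 the difference on PC1 rose to 46.2, 35.5 and 41.7 (permutation p = 1.30e-04, 0.0098 and 0.00139, two-sided). Part of the separation thus lay on PC1 in these fits, while with scaled genes PC1 did not separate the midbrain (permutation p = 0.476).

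**Figure D2:**
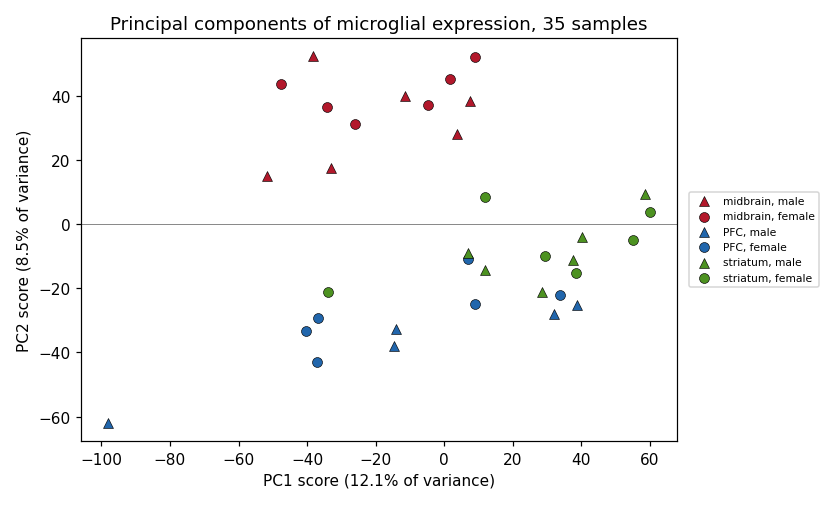
Scores of the 35 samples on PC1 and PC2, with the share of variance on each axis. Colours give the brain region and symbols the sex, and every midbrain sample lies above 9.45 on PC2, the highest score of a PFC or striatum sample.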

A clear separation between transcripts enriched in the midbrain compared to those enriched in the PFC and striatum was observed; this effect is consistent for both males and females (Figure 2A). 

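An effect of brain region at an adjusted p under 0.05 was found for 1888 transcripts in the additive model of region and sex. A model with the mouse as a block gave 2977, of which 1738 were shared, and an index of neuronal markers as a covariate gave 1058. That index was itself lower in the midbrain, so it can take up region differences of any transcript. Fitted separately, the count was 512 in mice 1 to 6 and 1183 in mice 7 to 12. Among these transcripts, 1271 differed between PFC and midbrain, 583 higher and 688 lower in the PFC. Of them, 1171 had p under 0.01 and 1085 an adjusted p under 0.05, and the median absolute log2 fold change was 0.99. Between striatum and midbrain 1375 differed, 743 higher and 632 lower in the striatum. For this pair, 1235 had p under 0.01 and 1115 an adjusted p under 0.05, with a median absolute log2 fold change of 0.76. Striatum and PFC differed in 667 transcripts, 490 higher and 177 lower in the striatum. Here 478 had p under 0.01 and 110 an adjusted p under 0.05. Across all 21236 genes, the log2 fold changes of mice 1 to 6 and of mice 7 to 12 correlated with a Spearman's rho of 0.21 for PFC and midbrain, 0.31 for striatum and midbrain and 0.25 for striatum and PFC, and across the 12297 expressed ones with 0.39, 0.51 and 0.39. The block gave 1455 transcripts for PFC and midbrain (1111 shared), 1830 for striatum and midbrain (1245 shared) and 1032 for striatum and PFC (567 shared). Within mice 1 to 6 the 3 pairs gave 397, 411 and 279 transcripts, and within mice 7 to 12 905, 1007 and 394. For striatum and midbrain the larger direction depended on the model. More were lower in the striatum with 1 surrogate variable (410 higher, 679 lower) and with the neuronal index (371, 451). An index of other brain cells (392, 607), chosen after the data were seen, and mice 1 to 6 alone did the same. The block (1094, 736) and DESeq2 (874, 746) kept more higher. For striatum and PFC, 1 surrogate variable gave 2.0e2 (rounded) higher and 172 lower.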

ANOVA detected 2,372 transcripts exhibiting a main effect of brain region (Supplementary Extended data 2) and *post hoc* two brain region comparisons revealed transcripts that were differentially expressed between: (1) PFC and midbrain (*p* < 0.05: 1368 transcripts; *p* < 0.01: 1226 transcripts; Figure 2B and Supplementary Extended data 3); (2) striatum and midbrain (*p* < 0.05: 1574 transcripts; *p* < 0.01: 1381 transcripts; Figure 2C and Supplementary Extended data 4); and (3) striatum and PFC (*p* < 0.05: 718 transcripts; *p* < 0.01: 486 transcripts; Figure 2D and Supplementary Extended data 5) (fold change for both *p*-value cutoffs > 1.2). These results suggest that microglia in the midbrain exhibit a distinct transcriptional profile compared to the PFC and striatum.

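Transcripts considered had an adjusted p under 0.05, a mean of at least 8 CPM and the same direction in every mouse with both samples. Among these, the largest log2 fold changes of PFC over midbrain were those of Ptger3 (2.61), Sema6d (1.25), Dusp27 (1.14), Angptl7 (1.13) and Slc39a12 (1.03). The largest negative ones were those of H2-Eb1 (-4.29), H2-Aa (-4.11), Spp1 (-3.51), Cybb (-3.21) and H2-Ab1 (-3.06). With a mouse or sample left out, H2-Eb1 ran from -4.545 to -2.867, H2-Aa from -4.468 to -2.698 and H2-Ab1 from -3.225 to -2.072. Spp1 ran from -3.754 to -3.298 and Cybb from -3.489 to -2.729, so the order of these genes depends on single mice. Ptger3 (ENSMUSG00000040016) lies on chromosome 3 of GRCm38 from 157566892 to 157645888, encodes a prostaglandin E receptor and measured 4.50 ± 2.06 CPM (SD, n = 12) in the midbrain, 12.9 ± 3.80 (n = 12) in the striatum and 27.5 ± 7.23 (n = 11) in the PFC. Its log2 fold change had a standard error of 0.23 (adjusted p = 2.05e-10), was 2.61 in mice 1 to 6 and 2.67 in mice 7 to 12, and 2.73 (adjusted p = 5.11e-11) with the mouse as a block. Spp1 (ENSMUSG00000029304) lies on chromosome 5 of GRCm38 from 104435118 to 104441050, encodes osteopontin and measured 62.3 ± 38.9 CPM (SD, n = 12) in the midbrain, 14.8 ± 10.7 (n = 12) in the striatum and 5.61 ± 3.63 (n = 11) in the PFC, a standard error of 0.46 and an adjusted p of 2.60e-06 for PFC against midbrain. The mouse as a block gave Spp1 a log2 fold change of -3.59 (adjusted p = 5.04e-06). For striatum over midbrain the largest were Slc1a2 (1.91), Clu (1.77), Ptger3 (1.52), Ccdc88b (1.51) and Lrp1 (1.09), with the adjusted p at most 6.71e-04, and in the opposite direction Spp1 (-2.05), Pdcd1 (-1.87), Gpr65 (-1.69), Fxyd5 (-1.62) and Hcar2 (-1.49). Slc1a2 is also on the list of astrocyte markers. For striatum over PFC they were Lpl (1.58), Fxyd5 (1.34), Lgals3 (1.24), Clec7a (1.23) and Rrbp1 (1.20) in the one direction. In the other they were Ptger3 (-1.09), Taf7 (-0.56), 2310031A07Rik (-0.45), Hps6 (-0.41) and Ggt5 (-0.34). Of 13 fits without a mouse or sample, 2310031A07Rik lost its adjusted p under 0.05 in 12, Taf7 in 10 and Hps6 in 9. Rrbp1 lost it in 5 and Ptger3 in 1, and the others in 0. The largest absolute log2 fold change among all DE transcripts was 10.6 between PFC and midbrain, 7.70 between striatum and midbrain and 10.6 between striatum and PFC. From the separation of the midbrain in the principal components and the numbers of DE transcripts in each pair of regions, the paper proposes that midbrain microglia have a transcriptional profile distinct from that of the other regions.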

**FIGURE 2:**
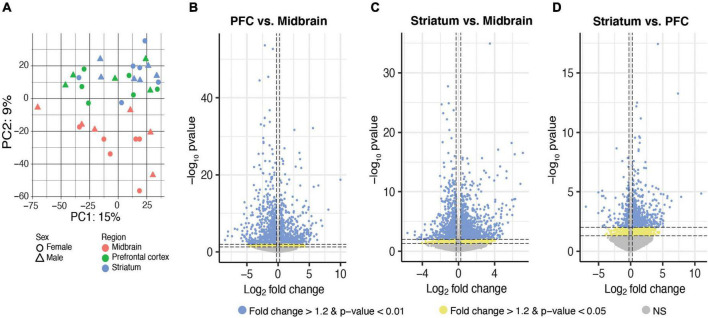
Differential expression of microglia-specific transcripts across brain regions. **(A)** Principal component (PC) analysis indicated distinct transcriptional profile in midbrain-isolated microglia compared to prefrontal cortex (PFC) and striatum. Log_2_FoldChange plotted relative to –log_10_pvalue by volcano plots for differentially expressed transcripts between PFC and midbrain **(B)**, striatum and midbrain **(C)**, and striatum and PFC **(D)**. Horizontal dashed lines represent p-value significance cutoffs of *p* < 0.01 and *p* < 0.05, while vertical dashed lines represent log_2_FC cutoffs of ≤ –0.26 or ≥ 0.26 (FC ≥ 1.2). Blue dots represent DE transcripts with *p* < 0.01 and FC ≥ 1.2. Yellow dots represent DE transcripts with *p* < 0.05 and FC ≥ 1.2.

Three patterns of differential transcript expression were observed across brain regions in isolated microglia (Figure 1C). In line with the PCA, the first pattern was higher expression in the midbrain compared to PFC and striatum, with no difference between PFC and striatum [midbrain > (PFC = striatum)], or lower expression in the midbrain compared to PFC and striatum, with no difference between PFC and striatum [midbrain < (PFC = striatum)]. The second pattern included transcripts enriched in PFC or striatum. The final pattern included transcripts with a rostral-to-caudal gradient of expression, or the reverse of this gradient (i.e., caudal-to-rostral).

### Distinct transcriptional profile of microglia in the midbrain

Given evidence for a distinct transcriptional profile in the midbrain compared to the PFC and striatum, we searched for transcripts exhibiting distinct expression in midbrain (Figure 3A). First, we considered transcripts with higher expression in the midbrain compared to PFC and striatum, with no difference between PFC and striatum [midbrain > (PFC = striatum)]; 533 transcripts fit this pattern, including the taurine transporter gene *Slc6a6* and beta-2 microglobulin (*B2m*; Figure 3B and Supplementary Extended data 6). 

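The pattern held for 367 transcripts (136 when fitted in mice 1 to 6 alone and 268 in mice 7 to 12 alone). With the mouse as a block it held for 376, 300 of them shared, and over the alternatives the count went from 2.2e2 (rounded), with an index of neuronal markers as a covariate, to 533, with DESeq2, Holm-adjusted post hoc p-values and no minimum on the fold change. B2m (ENSMUSG00000060802) lies on chromosome 2 of GRCm38 from 122147686 to 122153083 and measured 3091 ± 440.3 CPM (SD, n = 12) in the midbrain, 2511 ± 349 (n = 12) in the striatum and 2534 ± 412 (n = 11) in the PFC. Its log2 fold change was -0.29 (standard error 0.086, adjusted p = 0.0348) for PFC over midbrain and -0.30 (standard error 0.084, adjusted p = 0.0221) for striatum over midbrain. It was higher in the PFC than in the midbrain in 1 of 11 mice and higher in the striatum in 1 of 12 mice. The block gave -0.28 (adjusted p = 0.00422) and -0.30 (adjusted p = 0.00176). In the separate groups of mice, the change of B2m from midbrain to PFC was -0.24 in mice 1 to 6 and -0.33 in mice 7 to 12. Slc6a6 (ENSMUSG00000030096) lies on chromosome 6 of GRCm38 from 91684053 to 91759066 and measured 77.8 ± 9.19 CPM (SD, n = 12) in the midbrain, 69.0 ± 8.28 (n = 12) in the striatum and 66.05 ± 5.84 (n = 11) in the PFC. Slc6a6 changed by -0.24 (standard error 0.069, adjusted p = 0.0284) from midbrain to PFC and by -0.18 (standard error 0.067, adjusted p = 0.108) from midbrain to striatum, both below a fold change of 1.2, so that it met the pattern only without that minimum. These changes of Slc6a6 were -0.14 in mice 1 to 6 and -0.33 in mice 7 to 12 for the PFC, -0.043 in mice 1 to 6 and -0.31 in mice 7 to 12 for the striatum, and -0.22 (adjusted p = 0.0111) and -0.18 (adjusted p = 0.0294) with the block.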

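A list of 26 transcripts of antigen presentation by the major histocompatibility complex (MHC), written without a pathway database, was compared with the 367 transcripts that were higher in the midbrain than in both other regions without a difference between these. Of the 367 transcripts, 9 were on the list, B2m, H2-Ab1, H2-D1, H2-DMa, H2-K1, H2-Ob, H2-Q6, Nlrc5 and Tap1, against 0.449 expected among all 21236 genes tested (odds ratio 30.8, Fisher's exact test, one-sided, adjusted p = 7.02e-10). Under the mouse block 12 were (odds ratio 49.1), and the separate groups of mice gave an odds ratio of 20.7 (3 transcripts) in mice 1 to 6 and 14.4 (4) in mice 7 to 12. An odds ratio of 17.8 came with an index of neuronal markers as a covariate, where 4 transcripts of the list were in the pattern (exact p = 1.93e-04, adjusted), and with single mice left out it ran from 21.6 to 57.6. A further 3 of the list, H2-Aa and H2-Eb1 among them, fell from midbrain over striatum to PFC (Fisher's exact test, one-sided, adjusted p = 0.00531 over 104 tests). They too were higher in the midbrain than in both other regions. Among the 25 listed transcripts with a mean of at least 1 CPM, 22 were lower in the PFC and 21 lower in the striatum than in the midbrain. The adjusted p was under 0.05 for 13 and 14 of them when adjusted over all genes, and for 17 and 20 when adjusted over the list alone. H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419) measured 200.1 ± 325 CPM (SD, n = 12) in the midbrain, 43.95 ± 24.3 (n = 12) in the striatum and 24.1 ± 8.32 (n = 11) in the PFC, with a log2 fold change of -3.06 (standard error 0.51, adjusted p = 1.03e-04) for PFC over midbrain. H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) changed by -0.74 (standard error 0.13, adjusted p = 2.18e-04) and Tap1 (ENSMUSG00000037321, chromosome 17, 34187553 to 34197225) by -0.38 (standard error 0.10, adjusted p = 0.0143) in the same comparison. The summed list was 7992 ± 1888 CPM (SD, n = 12) in the midbrain, 6116 ± 526 (n = 12) in the striatum and 5863 ± 541 (n = 11) in the PFC. It was higher in the midbrain in 11 of 11 mice against the PFC, by 2163 CPM (exact sign-flip permutation test, two-sided, p = 9.77e-04, adjusted p = 0.00377), and in 12 of 12 mice against the striatum, by 1876 CPM (exact p = 4.88e-04). Each of these p-values is the smallest that the number of pairs can give. The midbrain samples of male mouse 11 and female mouse 6, at 12053 and 11797 CPM, lay apart from the other midbrain samples of their sex.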

Pathway analysis of the transcripts more highly expressed in midbrain, but equal expression in PFC and striatum [midbrain > (PFC = striatum)], identified pathways related to immune function, such as the MHC protein complex and positive regulation of immune response (Figure 3C and Supplementary Extended data 6).

**FIGURE 3:**
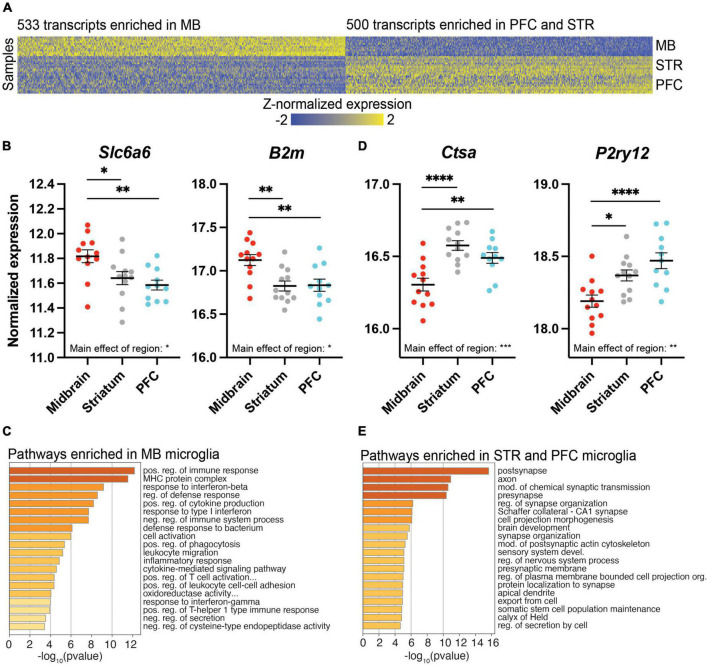
Differentially expressed (DE) transcripts that distinguish the midbrain (MB) from the prefrontal cortex (PFC) and striatum (STR). **(A)** Heatmap of DE transcripts between MB and both PFC and STR. The 533 transcripts more highly expressed in MB compared to both PFC and STR are indicated on the left of the heatmap, while the 500 transcripts expressed at lower levels in MB compared to both PFC and STR are indicated on the right of the heatmap. DE transcripts are plotted on the x-axis and individual subject samples on the y-axis. **(B)** *Slc6a6* and *B2m* fit the pattern of being more highly expressed in MB compared to PFC and STR. **(C)** Top pathways represented by transcripts expressed more highly in the midbrain compared to PFC and STR. **(D)** *Ctsa* and *P2ry12* fit the pattern of being expressed at lower levels in midbrain compared to PFC and STR. **(E)** Top pathways represented by transcripts expressed at lower levels in midbrain compared to PFC and STR. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

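Midbrain samples of 12 mice were compared with 12 of the striatum and 11 of the PFC, and 401 transcripts (63 when fitted in mice 1 to 6 alone and 349 in mice 7 to 12 alone) were lower in the midbrain than in both other regions without a difference between these. The block gave 436 (321 shared), and an index of neuronal markers as a covariate 1.6e2 (rounded). P2ry12 (ENSMUSG00000036353) lies on chromosome 3 of GRCm38 from 59216272 to 59262871 and measured 6436 ± 673 CPM (SD, n = 12) in the midbrain, 7284 ± 652 (n = 12) in the striatum and 7842 ± 993 (n = 11) in the PFC. Its log2 fold change was 0.29 (standard error 0.063, adjusted p = 0.00243) for PFC over midbrain, where 11 of 11 mice had the higher value in the PFC, and 0.18 (standard error 0.062, adjusted p = 0.0711) for striatum over midbrain (10 of 12 mice). With the mouse as a block these were 0.30 (adjusted p = 2.15e-04) and 0.18 (adjusted p = 0.0149). The second change is below a fold change of 1.2, so P2ry12 met the pattern only where no minimum was set. In the midbrain, female mouse 2 lay apart from the other females at 7999.9 CPM. Ctsa (ENSMUSG00000017760) lies on chromosome 2 of GRCm38 from 164832873 to 164841032 and measured 1743 ± 190.2 CPM (SD, n = 12) in the midbrain, 2100 ± 155 (n = 12) in the striatum and 1979 ± 162.8 (n = 11) in the PFC. Ctsa changed by 0.18 (standard error 0.055, adjusted p = 0.0334) from midbrain to PFC and by 0.27 (standard error 0.054, adjusted p = 0.00124) from midbrain to striatum, in the same direction in 10 of 11 mice and 12 of 12 mice, and also met the pattern only without the minimum. For Ctsa the block gave 0.18 (adjusted p = 4.86e-04) and 0.27 (adjusted p = 1.92e-06), and the separate groups of mice 0.23 in mice 1 to 6 and 0.12 in mice 7 to 12 for the PFC.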

We also considered the opposite expression profile in which transcripts were expressed at lower levels in the midbrain compared to PFC and striatum, with no difference between PFC and striatum [midbrain < (PFC = striatum)]; 500 transcripts fit this pattern, including the lysosomal enzyme cathepsin A (*Ctsa*) and the transcriptional regulator, *P2ry12*, which encodes purinergic receptor P2Y12 (Figures 3A,D and Supplementary Extended data 7). 

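Of 49 synaptic transcripts on a list written without a pathway database, 10 were among the 401 transcripts lower in the midbrain than in both other regions without a difference between these, against 0.925 expected (odds ratio 13.6, Fisher's exact test, one-sided, adjusted p = 3.08e-08). Among them were Bsn, Cplx1, Cplx2, Dlg2, Grin1, Grin2b, Nrxn2, Shank2 and Vamp2. Under the block 12 were (odds ratio 15.9), with an index of neuronal markers as a covariate 5 (15.1), and the separate groups of mice gave an odds ratio of 23.0 (3 transcripts) in mice 1 to 6 and 10.2 (7) in mice 7 to 12. Vamp2 (ENSMUSG00000020894, chromosome 11, 69088490 to 69092384), the most abundant of these, measured 39.6 ± 6.71 CPM (SD, n = 12) in the midbrain, 51.5 ± 5.44 (n = 12) in the striatum and 48.5 ± 4.33 (n = 11) in the PFC. Vamp2 changed by 0.30 (standard error 0.069, adjusted p = 0.00367) from midbrain to PFC and by 0.38 (standard error 0.067, adjusted p = 2.35e-04) from midbrain to striatum. Summed over the list, CPM were 243 ± 15.5 CPM (SD, n = 12) in the midbrain, 287 ± 16.1 (n = 12) in the striatum and 298 ± 25.9 (n = 11) in the PFC. The sum was lower in the midbrain in all 11 mice with a PFC sample, by a mean difference of -54.5 CPM (exact sign-flip permutation test, two-sided, p = 9.77e-04, adjusted p = 0.00377), and in all 12 mice with a striatum sample, by -44.0 CPM (exact p = 4.88e-04); each p is the smallest that the pairs can give. In the midbrain, female mouse 2 lay apart from the other females with a sum of 224.2 CPM. Only 21 of the listed transcripts reached a mean of 1 CPM, and of these 10 had an adjusted p under 0.05 for PFC against midbrain over all genes and 11 over the list alone. Markers of cortical neurons were highest in the PFC in 8 of 11 mice, and markers of striatal neurons highest in the striatum in 11 of 11. Across the PFC samples, the sum of synaptic transcripts outside the neuronal index and that index correlated with r = 0.36 (permutation p = 0.269) and rho = 0.25 (permutation p = 0.453, adjusted p = 0.793 over 14 relations), and r was 0.32 without the 2 samples farthest from the median index. Across the striatum samples, r was 0.22 (permutation p = 0.499) and rho 0.39 (permutation p = 0.209, adjusted p = 0.418), and r was -0.045 without the 2 such samples; all these tests are two-sided.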

Overall, transcripts more lowly expressed in the midbrain with similar expression in PFC and striatum [midbrain < (PFC = striatum)] were involved in pre- and post-synapse function, and synapse organization (Figure 3E and Supplementary Extended data 7).

### Transcriptional profiles of microglia in the PFC and striatum

While the midbrain was most strikingly different from the PFC and striatum in terms of the transcriptional profile of microglia, we also identified transcripts enriched in PFC or striatum. We found 169 transcripts enriched in the PFC (Figure 4A and Supplementary Extended data 8), including *Acox1*, which codes for peroxisomal acyl-coenzyme A oxidase 1, and protein kinase cAMP-dependent type I regulatory subunit alpha (*Prkar1a*; Figure 4B). These PFC-enriched transcripts were associated with many synapse-related pathways, including long-term memory and regulation of synaptic vesicle endocytosis (Figure 4C and Supplementary Extended data 8). 

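In the additive model 102 transcripts (37 when fitted in mice 1 to 6 alone and 62 in mice 7 to 12 alone) were higher in the PFC than in both other regions. The mouse as a block gave 109, of which 77 were shared. Without a minimum on the fold change there were 168, and with Benjamini-Hochberg adjusted post hoc p-values 14. The 48 transcripts that fall from the PFC over the striatum to the midbrain are included, and 54 remain without them. Prkar1a (ENSMUSG00000020612) lies on chromosome 11 of GRCm38 from 109649405 to 109669656 and measured 675 ± 29.3 CPM (SD, n = 12) in the midbrain, 632 ± 36.8 (n = 12) in the striatum and 744 ± 52.4 (n = 11) in the PFC. The log2 fold change of Prkar1a was 0.14 (standard error 0.040, adjusted p = 0.0245) for PFC over midbrain and -0.24 (standard error 0.040, adjusted p = 0.00153) for striatum over PFC, and 0.14 (adjusted p = 0.0167) and -0.23 (adjusted p = 7.50e-04) with the block. It was higher in the PFC than in the midbrain in 9 of 11 mice, and higher in the striatum than in the PFC in 0 of 11 mice. Prkar1a did not reach a fold change of 1.2 in both comparisons, and met the pattern where no minimum was set. The separate groups of mice gave 0.18 in mice 1 to 6 and 0.10 in mice 7 to 12 for Prkar1a in PFC over midbrain.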

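On the list of 49 synaptic transcripts, 6 were among the 102 enriched in the PFC, with 0.235 expected (odds ratio 30.7, Fisher's exact test, one-sided, adjusted p = 1.46e-07). These were Camk2a, Nrgn, Shank1, Slc17a7, Snap25 and Syn1. The block gave 7 (odds ratio 34.5), and the separate groups of mice an odds ratio of 25.7 (2 transcripts) in mice 1 to 6 and 64.0 (7) in mice 7 to 12. An index of neuronal markers as a covariate left 2 in the overlap (odds ratio 12.7, exact p = 0.0123, adjusted), and Benjamini-Hochberg adjusted post hoc p-values left 1 (exact p = 0.0446, adjusted). Snap25 (ENSMUSG00000027273, chromosome 2, 136713453 to 136782428) measured 2.35 ± 0.927 CPM (SD, n = 12) in the midbrain, 4.64 ± 1.91 (n = 12) in the striatum and 7.30 ± 2.94 (n = 11) in the PFC, and its log2 fold change was 1.63 (standard error 0.25, adjusted p = 1.93e-05) for PFC over midbrain and -0.65 (standard error 0.25, adjusted p = 0.241) for striatum over PFC. Camk2a (ENSMUSG00000024617, chromosome 18, 60925618 to 60988152) measured 1.83 ± 0.635 CPM (SD, n = 12) in the midbrain, 4.28 ± 1.24 (n = 12) in the striatum and 6.36 ± 2.11 (n = 11) in the PFC, with 1.79 (standard error 0.20, adjusted p = 4.66e-08) and -0.57 (standard error 0.19, adjusted p = 0.176). Slc17a7 (ENSMUSG00000070570, chromosome 7, 45163949 to 45176142), which encodes a vesicular glutamate transporter, measured 0.0455 ± 0.0954 CPM (SD, n = 12) in the midbrain, 0.439 ± 0.260 (n = 12) in the striatum and 1.93 ± 1.11 (n = 11) in the PFC, with a change of 5.51 (standard error 0.51, adjusted p = 6.90e-10) for PFC over midbrain. Snap25 and Syn1 are also on the list of neuronal markers and Nrgn on that of cortical neurons, and each of the 6 transcripts had a mean over all samples of at most 4.69 CPM.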

There were 279 transcripts enriched in the striatum compared to the PFC and midbrain (Figure 4D and Supplementary Extended data 9), including interleukin-6 receptor alpha (*Il6ra*) and the gene coding for P-selectin glycoprotein ligand 1 (*Selplg*) (Figure 4E). 

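Higher expression in the striatum than in both other regions held for 2.2e2 transcripts (rounded to 2 digits; 114 when fitted in mice 1 to 6 alone and 117 in mice 7 to 12 alone). With the mouse as a block it held for 424 (200 shared), with 1 surrogate variable as a covariate for 40 and with Benjamini-Hochberg adjusted post hoc p-values for 22. Il6ra (ENSMUSG00000027947) lies on chromosome 3 of GRCm38 from 89864059 to 89913196 and measured 82.2 ± 14.0 CPM (SD, n = 12) in the midbrain, 108 ± 16.8 (n = 12) in the striatum and 81.6 ± 20.7 (n = 11) in the PFC. Il6ra had a log2 fold change of 0.39 (standard error 0.11, adjusted p = 0.0301) for striatum over midbrain, higher in the striatum in 11 of 12 mice, and 0.40 (standard error 0.12, adjusted p = 0.103) for striatum over PFC, higher in 10 of 11 mice. With the block these were 0.39 (adjusted p = 0.00832) and 0.45 (adjusted p = 0.0148). The separate groups of mice gave 0.41 in mice 1 to 6 and 0.36 in mice 7 to 12 for the midbrain and 0.62 in mice 1 to 6 and 0.27 in mice 7 to 12 for the PFC. In the midbrain, female mouse 10 lay apart from the other females at 115 CPM. Selplg (ENSMUSG00000048163) lies on chromosome 5 of GRCm38 from 113818536 to 113832644 and measured 4754 ± 364 CPM (SD, n = 12) in the midbrain, 5402 ± 556 (n = 12) in the striatum and 4825 ± 418 (n = 11) in the PFC. Selplg changed by 0.18 (standard error 0.053, adjusted p = 0.0268) from midbrain to striatum and by 0.16 (standard error 0.054, adjusted p = 0.171) from PFC to striatum, both below a fold change of 1.2, and met the pattern only without that minimum. The block gave 0.18 (adjusted p = 3.75e-04) and 0.17 (adjusted p = 0.00507) for Selplg.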

Transcripts enriched in striatal microglia were associated with pathways related to microtubules and the cytoskeleton (Figure 4F and Supplementary Extended data 9).

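A list of 44 microtubule transcripts shared 6 with the striatum-enriched transcripts, Dctn1, Dync1h1, Macf1, Map7d1, Numa1 and Tubb4a, against 0.460 expected (odds ratio 15.3, Fisher's exact test, one-sided, adjusted p = 6.18e-06). With the mouse as a block it shared 8 (odds ratio 11.1), and the separate groups of mice gave an odds ratio of 8.96 (2 transcripts) in mice 1 to 6 and 8.73 (2) in mice 7 to 12. With 1 surrogate variable as a covariate it shared 1 (odds ratio 12.6, Fisher's exact test, adjusted p = 0.0797), and with Benjamini-Hochberg adjusted post hoc p-values also 1 (exact p = 0.0521, adjusted). Dync1h1 (ENSMUSG00000018707, chromosome 12, 110601452 to 110666945), the heavy chain of cytoplasmic dynein, measured 23.7 ± 6.11 CPM (SD, n = 12) in the midbrain, 34.6 ± 6 (n = 12) in the striatum and 26.7 ± 9.24 (n = 11) in the PFC, and changed by 0.55 (standard error 0.16, adjusted p = 0.0244) from midbrain and 0.37 (standard error 0.16, adjusted p = 0.321) from PFC to striatum. Macf1 (ENSMUSG00000028649, chromosome 4, 123349633 to 123684360) measured 17.4 ± 3.54 CPM (SD, n = 12) in the midbrain, 30.0 ± 8.36 (n = 12) in the striatum and 20.0 ± 4.56 (n = 11) in the PFC, and changed by 0.79 (standard error 0.14, adjusted p = 1.85e-04) and 0.59 (standard error 0.14, adjusted p = 0.0366). Of the 42 listed transcripts with a mean of at least 1 CPM, 1 had an adjusted p under 0.05 for striatum against PFC over all genes and 6 over the list alone, and for striatum against midbrain 15 and 23. Summed over the list, CPM were 2473 ± 202.7 CPM (SD, n = 12) in the midbrain, 2342 ± 174 (n = 12) in the striatum and 2431 ± 152 (n = 11) in the PFC. Within mice the sum differed by -67.4 CPM for striatum minus PFC (exact sign-flip permutation test, two-sided, p = 0.447) and was higher in the midbrain than in the striatum in 9 of 12 mice, by 131 CPM (exact p = 0.153). The mean log2 CPM of the list differed by 0.14 for striatum minus PFC (exact p = 0.138) and by -0.30 for midbrain minus striatum (exact p = 0.00244, adjusted p = 0.00628). In the sum, male mouse 5 in the midbrain (2033 CPM) and female mouse 12 in the PFC (2754 CPM) lay apart from the others of their region and sex.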

**FIGURE 4:**
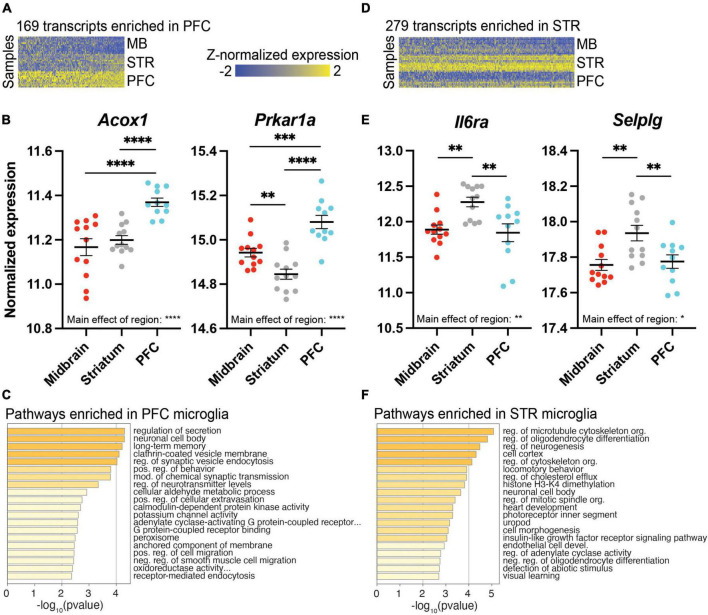
Differentially expressed (DE) transcripts enriched in prefrontal cortex (PFC) or striatum (STR). **(A)** Heatmap of 169 DE transcripts between PFC and both STR and midbrain (MB). DE transcripts are plotted on the x-axis and individual subject samples on the y-axis. **(B)** *Acox1* and *Prkar1a* fit the pattern of being more highly expressed in PFC compared to STR and MB. **(C)** Top pathways represented by transcripts expressed more highly in the PFC compared to STR and MB. **(D)** Heatmap of 279 transcripts enriched in STR compared to both PFC and MB. **(E)** *Il6ra* and *Selplg* fit the pattern of being more highly expressed in the STR compared to PFC and MB. **(F)** Top pathways represented by transcripts enriched in STR compared to PFC and MB. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

### Transcriptional profiling reveals expression gradients among microglia across brain regions

We also identified transcripts that exhibited a gradient of expression across the rostral-to-caudal axis of the brain. These transcripts had highest expression in the midbrain, intermediate expression in the striatum, and lowest expression in the PFC; 162 transcripts fit this pattern (Figure 5A and Supplementary Extended data 10), including C-type lectin domain family 7 member 7 (*Clec7a*) and AXL receptor tyrosine kinase (*Axl*; Figure 5B). 

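This gradient was found for 133 transcripts (69 when fitted in mice 1 to 6 alone and 78 in mice 7 to 12 alone). The block gave 152 (112 shared), and Benjamini-Hochberg adjusted post hoc p-values gave 18, the alternative farthest from the count. Clec7a (ENSMUSG00000079293) lies on chromosome 6 of GRCm38 from 129461591 to 129472779, is annotated as a polymorphic pseudogene in GENCODE M21 and measured 26.4 ± 8.15 CPM (SD, n = 12) in the midbrain, 12.0 ± 4.30 (n = 12) in the striatum and 5.10 ± 2.09 (n = 11) in the PFC. Its log2 fold change was -1.15 (standard error 0.20, adjusted p = 2.24e-04) for striatum over midbrain and 1.23 (standard error 0.21, adjusted p = 0.00153) for striatum over PFC. Clec7a was higher in the striatum than in the midbrain in 1 of 12 mice and higher in the striatum than in the PFC in 11 of 11 mice. Clec7a changed by -1.14 (adjusted p = 8.62e-04) and 1.24 (adjusted p = 0.00413) with the mouse as a block. The midbrain sample of female mouse 6, at 47.3 CPM, and the striatum sample of male mouse 9, at 22.6 CPM, lay apart from the others of their region and sex. Axl (ENSMUSG00000002602) lies on chromosome 7 of GRCm38 from 25757273 to 25788705 and measured 54.7 ± 21.1 CPM (SD, n = 12) in the midbrain, 20 ± 10.3 (n = 12) in the striatum and 10.7 ± 5.27 (n = 11) in the PFC. Axl changed by -1.45 (standard error 0.26, adjusted p = 3.01e-04) from midbrain to striatum and by 0.91 (standard error 0.26, adjusted p = 0.0979) from PFC to striatum, with the higher value in the striatum in 1 of 12 mice and 11 of 11 mice. The block gave -1.54 (adjusted p = 8.23e-05) and 0.83 (adjusted p = 0.0552) for Axl. For striatum over PFC the separate groups of mice gave 1.58 in mice 1 to 6 and 1.008 in mice 7 to 12 for Clec7a and 0.90 in mice 1 to 6 and 0.98 in mice 7 to 12 for Axl.

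**Figure D3:**
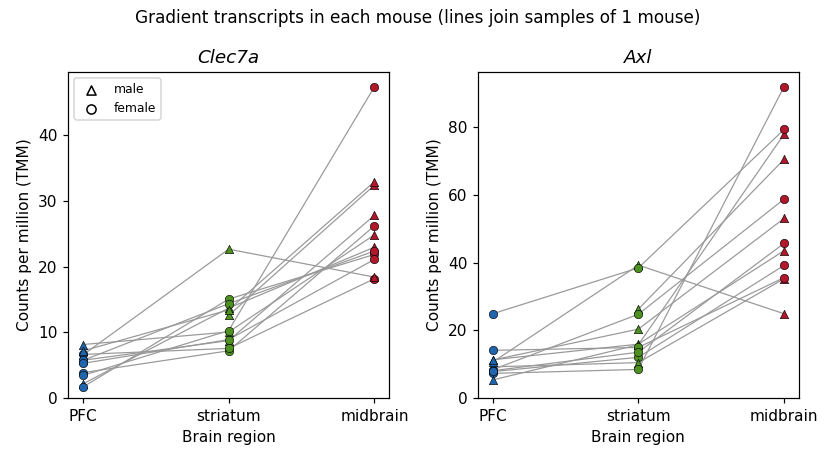
CPM of Clec7a and Axl in the PFC, striatum and midbrain, 1 point per sample, with lines joining the samples of a mouse and symbols for sex. Clec7a reaches 47.3 CPM in the midbrain of female mouse 6 and averages 5.10 CPM in the PFC.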

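A list of 41 transcripts of mitosis shared 12 with the 133 transcripts that fall from the midbrain over the striatum to the PFC, against 0.257 expected (odds ratio 72.1, Fisher's exact test, one-sided, adjusted p = 6.40e-17). These were Aurka, Birc5, Ccnb1, Ccnb2, Cdc20, Cdca8, Cdk1, Nusap1, Prc1, Racgap1, Top2a and Ube2c. The block gave 16 (odds ratio 99.1), and the separate groups of mice an odds ratio of 99.1 (9 transcripts) in mice 1 to 6 and 73.2 (8) in mice 7 to 12. With Benjamini-Hochberg adjusted post hoc p-values 0 of the listed transcripts were in the gradient, which then held 18 transcripts in all. For striatum against PFC, 0 of the 30 listed transcripts with a mean of at least 1 CPM had an adjusted p under 0.05 over all genes and 10 over the list alone, and for PFC against midbrain 23 and 27. Cdk1 (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938) measured 7.16 ± 1.72 CPM (SD, n = 12) in the midbrain, 3.63 ± 0.775 (n = 12) in the striatum and 2.83 ± 0.787 (n = 11) in the PFC, and changed by -0.98 (standard error 0.14, adjusted p = 1.21e-05) from midbrain to striatum and by 0.36 (standard error 0.14, adjusted p = 0.279) from PFC to striatum. Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) measured 6.04 ± 2.26 CPM (SD, n = 12) in the midbrain, 2.67 ± 0.994 (n = 12) in the striatum and 1.23 ± 0.884 (n = 11) in the PFC, with changes of -1.19 (standard error 0.33, adjusted p = 0.0192) and 1.12 (standard error 0.34, adjusted p = 0.123). Summed over the list, CPM were 168 ± 28.1 CPM (SD, n = 12) in the midbrain, 124 ± 13.7 (n = 12) in the striatum and 108 ± 12.2 (n = 11) in the PFC, and the sum was higher in the midbrain than in the PFC in 11 of 11 mice, by 58.3 CPM (exact sign-flip permutation test, two-sided, p = 9.77e-04, the smallest that the pairs can give, adjusted p = 0.00377). Between striatum and PFC it was higher in the striatum in 10 of 11 mice, by 17.5 CPM (exact p = 0.00391).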

Pathway analysis revealed that these transcripts are involved in mitotic nuclear division and external side of plasma membrane (Figure 5C and Supplementary Extended data 10). 

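Expression that falls from the PFC over the striatum to the midbrain was found for 48 transcripts (12 when fitted in mice 1 to 6 alone and 36 in mice 7 to 12 alone). The mouse block gave 47, 38 of them shared. Without a minimum on the fold change there were 75, with a minimum of 10 counts in every sample 20, and with Benjamini-Hochberg adjusted post hoc p-values 6. Each of them is also counted among the transcripts enriched in the PFC.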

We also considered the opposite gradient pattern, with transcripts that were most highly expressed in the PFC, with intermediate expression in the striatum, and lowest expression in the midbrain; 70 transcripts fit this pattern of expression (Figure 5D and Supplementary Extended data 11). The homeostatic microglia marker *Fcrls* which encodes the Fc receptor-like S, scavenger receptor, fits this pattern, as does the chemotaxis-related gene *Cd164* (Figure 5E). 

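Fcrls (ENSMUSG00000015852) lies on chromosome 3 of GRCm38 from 87250758 to 87263738 and measured 2864 ± 277 CPM (SD, n = 12) in the midbrain, 3708 ± 451 (n = 12) in the striatum and 4454 ± 349.9 (n = 11) in the PFC. Its log2 fold change was 0.63 (standard error 0.058, adjusted p = 5.42e-10) for PFC over midbrain, 0.37 (standard error 0.056, adjusted p = 3.09e-05) for striatum over midbrain and -0.26 (standard error 0.058, adjusted p = 0.0241) for striatum over PFC. The last is below a fold change of 1.2, so in the additive model Fcrls was among the transcripts lower in the midbrain than in both other regions. Under the mouse block, where its change was -0.29 (adjusted p = 8.03e-05) for striatum over PFC, it was in the gradient. 11 of 11 mice had a higher value in the PFC than in the midbrain, and 0 of 11 mice a higher value in the striatum than in the PFC. Its change from PFC to striatum was -0.23 in mice 1 to 6 and -0.30 in mice 7 to 12. Cd164 (ENSMUSG00000019818) lies on chromosome 10 of GRCm38 from 41519414 to 41531048 and measured 897 ± 67.9 CPM (SD, n = 12) in the midbrain, 1039 ± 78.2 (n = 12) in the striatum and 1116 ± 74.1 (n = 11) in the PFC. Cd164 changed by 0.31 (standard error 0.047, adjusted p = 1.16e-05), 0.21 (standard error 0.046, adjusted p = 0.00263) and -0.10 (standard error 0.047, adjusted p = 0.375) in the same 3 comparisons, and by 0.32 (adjusted p = 4.76e-07), 0.21 (adjusted p = 1.78e-04) and -0.11 (adjusted p = 0.110) with the block. It met the gradient only where no minimum was set on the fold change.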

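Of the 48 transcripts that fall from the PFC to the midbrain, 6 were on the list of synaptic transcripts, with 0.111 expected (odds ratio 70.2, Fisher's exact test, one-sided, adjusted p = 2.19e-09). They were Camk2a, Nrgn, Shank1, Slc17a7, Snap25 and Syn1, the same transcripts that made up the overlap of the list with the PFC-enriched transcripts. The block gave 6 (odds ratio 72.0), and the separate groups of mice an odds ratio of 90.1 (2 transcripts) in mice 1 to 6 and 122 (7) in mice 7 to 12. With the neuronal index as a covariate the overlap was 2 (odds ratio 27.3, exact p = 0.00345, adjusted), and with Benjamini-Hochberg adjusted post hoc p-values 1 (exact p = 0.0241, adjusted). Nrgn (ENSMUSG00000053310, chromosome 9, 37544492 to 37552904), which encodes neurogranin, measured 0.2203 ± 0.162 CPM (SD, n = 12) in the midbrain, 1.35 ± 0.494 (n = 12) in the striatum and 2.40 ± 1.12 (n = 11) in the PFC, with a log2 fold change of 2.59 (standard error 0.35, adjusted p = 6.03e-06) for striatum over midbrain and -0.82 (standard error 0.32, adjusted p = 0.277) for striatum over PFC. Syn1 (ENSMUSG00000037217, chromosome X, 20860511 to 20921004) measured 0.274 ± 0.177 CPM (SD, n = 12) in the midbrain, 0.745 ± 0.238 (n = 12) in the striatum and 1.27 ± 0.819 (n = 11) in the PFC, with 1.43 (standard error 0.36, adjusted p = 0.0108) and -0.74 (standard error 0.36, adjusted p = 0.414). Shank1 (ENSMUSG00000038738, chromosome 7, 44310253 to 44360572) measured 0.763 ± 0.349 CPM (SD, n = 12) in the midbrain, 1.40 ± 0.582 (n = 12) in the striatum and 2.60 ± 1.18 (n = 11) in the PFC, with 0.87 (standard error 0.27, adjusted p = 0.0419) and -0.90 (standard error 0.27, adjusted p = 0.118).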

Pathway analysis indicated involvement in axons and long term memory (Figure 5F and Supplementary Extended data 11).

**FIGURE 5:**
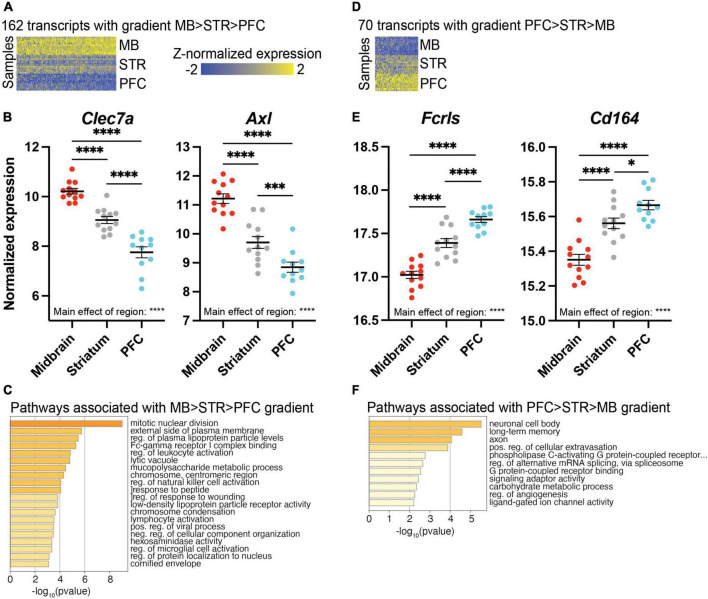
Differentially expressed (DE) transcripts exhibiting a gradient of expression across brain regions. **(A)** Heatmap of 162 DE transcripts with highest expression in the midbrain (MB), intermediate expression in the striatum (STR), and lowest expression in the prefrontal cortex (PFC). DE transcripts are plotted on the x-axis and individual subject samples on the y-axis. **(B)** *Clec7a* and *Axl* exhibit a gradient of expression of MB > STR > PFC. **(C)** Top pathways represented by transcripts exhibiting a gradient of expression of MB > STR > PFC. **(D)** Heatmap of 70 transcripts exhibiting highest expression in the PFC, intermediate expression in STR, and lowest expression in MB. **(E)** *Fcrls* and *Cd164* exhibit a gradient of expression of PFC > STR > MB. **(F)** Top pathways represented by transcripts exhibiting a gradient of expression of PFC > STR > MB. *, *p* < 0.05; ***, *p* < 0.001; ****, *p* < 0.0001.

### Sex differences in transcript expression in microglia

Although our PCA (Figure 2A) indicated that brain region explained most of the variance in transcript expression in microglia, previous studies suggest that microglia exhibit sex differences in morphology and gene expression (22, 23, 26–28). Given evidence that some sex differences in microglia are brain region specific, we first looked for sex differences in transcript expression within each brain region separately. In the midbrain, there were 924 DE transcripts by sex (male > female: 535 transcripts; female > male: 389 transcripts; Figure 6A and Supplementary Extended data 12). 

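In the midbrain 1027 transcripts passed p under 0.05 and a fold change over 1.2 in the comparison of 6 males with 6 females, 556 higher in males and 471 higher in females. Of these, 39 lie on the X and 6 on the Y chromosome. In all, 1172 transcripts had p under 0.05 whatever their fold change, where 1062 of the 21236 genes tested would by chance. After Benjamini-Hochberg adjustment 8 transcripts remained under 0.05, the Y-linked Ddx3y, Eif2s3y, Gm4017, Kdm5d and Uty, the X-linked Xist and Tsix, and the autosomal Selenow. The genes outside the named ones here, such as Gm4017, are given because the count is small and were chosen after their values were seen. Mice 1 to 6 alone gave 950 transcripts at the unadjusted threshold (451 higher in males and 499 in females) and mice 7 to 12 alone 1132 (700 and 432). Over 100 splits of the 12 mice into 6 and 6, drawn from 462 with the real one included, 56 gave at least as many transcripts, and the median of the others was 1069. Of 100 splits that keep mice 1 to 6 and 7 to 12 even, a test chosen after the first was seen, 22 did. A minimum of 10 counts in every sample moved the count most among the filters, to 457.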

In the striatum, 454 transcripts were differentially expressed by sex (male > female: 288 transcripts; female > male: 166 transcripts; Figure 6B and Supplementary Extended data 13). 

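The same comparison in the striatum gave 484 transcripts, 321 higher in males and the rest in females, with 23 on the X and 6 on the Y chromosome. Here 581 transcripts had p under 0.05 at any fold change, fewer than the 1062 that chance would give, and 7 had an adjusted p under 0.05, all on the sex chromosomes. Fitted on the striatum samples alone, the count was 771, where fits of the other regions alone gave 815 in the midbrain and 820 in the PFC. The groups of mice gave 398 (mice 1 to 6) and 547 (mice 7 to 12). At least as many transcripts came from 37 of the 100 splits of the mice, with a median of 404 among the others, and from 16 of 100 that keep mice 1 to 6 and 7 to 12 even.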

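In the PFC, 1124 transcripts passed the thresholds between 5 males and 6 females, 559 higher in males and 565 higher in females, 57 of them X-linked and 7 Y-linked. An unadjusted p under 0.05 was reached by 1264 transcripts, and an adjusted one by 14, of which 7 are autosomal. Mice 1 to 6 alone gave 1484 transcripts and mice 7 to 12 alone 796. Among the 100 splits of the 12 mice, 66 gave as many or more, and the median of the others was 1254. Among 100 that keep mice 1 to 6 and 7 to 12 even, 38 did.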

In the PFC, there were 982 DE transcripts by sex (male > female: 534 transcripts; female > male: 448 transcripts; Figure 6C and Supplementary Extended data 14). As expected, many sex chromosome transcripts were among the top DE transcripts in all three brain regions (e.g., *Eif2s3y*, *Ddx3y*, *Uty*, *Kdm5d* more highly expressed in males; *Xist*, *Tsix* more highly expressed in females). 

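Ddx3y (ENSMUSG00000069045), on the Y chromosome of GRCm38 from 1260771 to 1286629, measured 69.9 ± 11.9 CPM (SD, n = 17 samples) in males and 0.00469 ± 0.00908 (n = 18) in females. Eif2s3y (ENSMUSG00000069049) measured 45.6 ± 7.598 CPM (SD, n = 17 samples) in males and 0 ± 0 (n = 18) in females, Uty (ENSMUSG00000068457) 16.1 ± 2.90 CPM (SD, n = 17 samples) in males and 0 ± 0 (n = 18) in females, and Kdm5d (ENSMUSG00000056673) 6.73 ± 1.46 CPM (SD, n = 17 samples) in males and 0.00241 ± 0.0102 (n = 18) in females. The adjusted p-values for sex were 1.19e-27, 9.86e-17, 4.20e-15 and 4.64e-14 in the midbrain, at most 4.02e-14 in the striatum and at most 1.33e-13 in the PFC. Summed counts of these Y-linked genes were 5290 to 8797 in male and 0 to 2 in female samples. Female values of these genes are at or under the floor of 3 counts, so no fold change is given. Xist (ENSMUSG00000086503) lies on chromosome X of GRCm38 from 103460366 to 103483254 and its antisense gene Tsix (ENSMUSG00000085715) from 103431517 to 103484957. Tsix thus spans all of Xist. The paper does not name the use of the strand in counting, so reads of Xist may be counted as Tsix. Xist measured 0.0340 ± 0.0808 CPM (SD, n = 17 samples) in males and 42.7 ± 23.5 (n = 18) in females, and Tsix 0.0248 ± 0.0504 CPM (SD, n = 17 samples) in males and 7.04 ± 3.68 (n = 18) in females. The adjusted p for sex was 0.00315 in the midbrain, 0.00310 in the striatum and 0.00926 in the PFC for Xist and 5.43e-04, 0.00222 and 0.00318 for Tsix, whose means over all male samples are under the floor as well. Female mouse 2 lay apart from the other females, as its 3 samples had 0 counts of Xist, 0 of Tsix and 0 of the Y-linked genes at total counts of 41294130 to 51586905. The 15 samples of the other females had 1756 to 3742 counts of Xist and 281 to 636 of Tsix, and male samples 0 to 14 and 0 to 9.

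**Figure D4:**
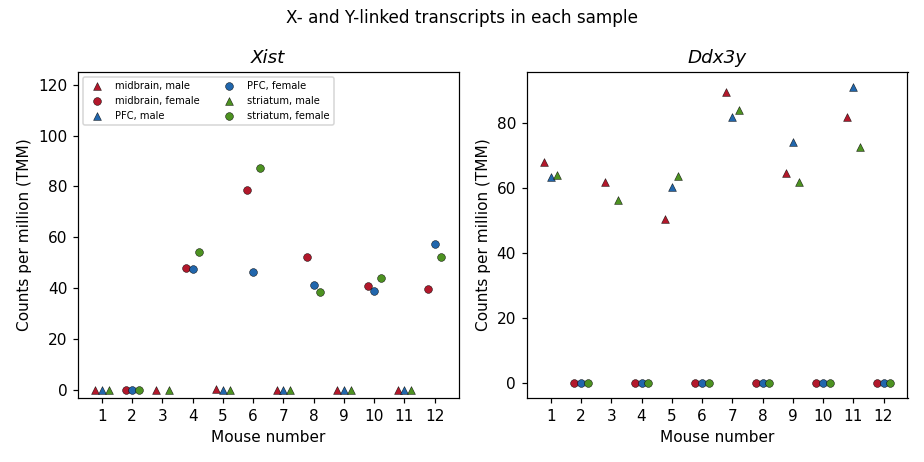
CPM of Xist and Ddx3y in each sample by mouse number, with colours for region and symbols for sex. The samples of female mouse 2 sit at 0 for both transcripts, while male mice (odd numbers) have Ddx3y and the other females Xist.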

Given the overlap in the top DE transcripts across brain regions, we more globally examined the overlap of transcripts that are DE by sex across regions using the threshold-free approach RRHO. Indeed, we found that the pattern of DE transcripts was quite similar between midbrain and striatum, between PFC and striatum, and between PFC and midbrain (Figure 6D). Thus, we next went back to our full model and determined that 891 transcripts exhibited a main effect of sex, with most of these transcripts being more highly expressed in males (male > female: 586 transcripts; female > male: 305 transcripts; Supplementary Extended Data 15). 

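Across all 21236 genes, the male over female log2 fold changes of a pair of regions correlated with a Spearman's rho of 0.078 for striatum and midbrain, 0.11 for PFC and striatum and 0.10 for PFC and midbrain. Genes are not independent replicates, so no p-value is attached to these values. A minimum of 10 counts in every sample moved rho most, to 0.24, 0.25 and 0.26. Among the 500 transcripts ranked most male-biased in each region, 63 were shared by striatum and midbrain, 56 by PFC and striatum and 55 by PFC and midbrain, where independent rankings would share 11.8. Among the 500 most female-biased, 49, 69 and 47 were shared. The largest -log10 p of the rank-rank hypergeometric overlap for male-biased transcripts was 73.3, 67.2 and 92.1, and the hypergeometric test treats genes as independent. Within mice 1 to 6 the 3 values of rho were 0.050, 0.035 and 0.085, and within mice 7 to 12 0.098, 0.093 and 0.088. The regions come from the same mice, and when the mice were split without regard to sex the mean rho over the pairs of regions had a median of 0.092 (from -0.0062 to 0.25), against 0.096 for the real split, which 44 of the 100 splits reached. These splits do not keep mice 1 to 6 and 7 to 12 even. In splits that do, a test chosen after the first was seen, the median was 0.056 and 8 of 100 reached the real value.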

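In the additive model 878 transcripts passed p under 0.05 and a fold change over 1.2 for sex, 564 (64.2%) higher in males and 314 in females. At any fold change 1704 had p under 0.05, 899 higher in males and 805 in females, where chance would give 1062. The male majority was thus smaller without the fold change minimum. An adjusted p under 0.05 was reached by 72 transcripts, 60 of them autosomal. Among these, with a mean of at least 8 CPM, and without Eif2s3y, Ddx3y and Xist, whose mean in 1 sex is under the floor of 3 counts, the largest log2 fold changes towards males were those of Fzd7 (0.76), G530011O06Rik (0.68) and Cirbp (0.66), and towards females those of Selenow (-0.72), Sema6d (-0.66), Kdm6a (-0.60) and Eif2s3x (-0.53). This model takes the samples of a mouse as independent. With counts summed over the regions of each mouse 658 transcripts passed (9 with an adjusted p under 0.05), and with limma-voom and the mouse as a random effect 566 (23). Mice 1 to 6 alone gave 1114 transcripts, 5 with an adjusted p under 0.05, and mice 7 to 12 alone 1032 and 41. The sex differences of all genes in these groups of mice correlated with a Spearman's rho of 0.056, and those of the expressed genes with 0.19. Splits of the mice into 6 and 6 gave at least as many transcripts in 48 of 100 cases, and at least 72 with an adjusted p under 0.05 in 12. These splits do not keep mice 1 to 6 and 7 to 12 even, and in splits that do, a test chosen after the first was seen, the numbers were 4 and 1 of 100. After it found similar sex differences in the separate regions, the paper returned to its full model for the main effect of sex. It states that most of the transcripts with this effect are higher in males.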

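No pathway database was used, and the 564 transcripts higher in males were compared with lists of immune transcripts. Of the MHC list 0 of 26 transcripts were among them (0.691 expected), and of the interferon list 0 of 37 (0.983 expected). Both counts are at an unadjusted p under 0.05 with a fold change over 1.2. With 0.691 and 0.983 expected, counts of 0 say little. The pathways that the paper names for males, among them G protein-coupled receptor activity and lymphocyte proliferation, were not tested. A list of markers of lymphocytes, monocytes and neutrophils had 2 of 11 among them, S100a8 and S100a9 (odds ratio 8.17, Fisher's exact test, one-sided, p = 0.0330, adjusted p = 0.202 over 104 tests). S100a8 had a log2 fold change of 3.68 (standard error 1.23, adjusted p = 0.270) at a mean of 0.397 CPM, and S100a9 of 3.79 (standard error 1.26, adjusted p = 0.265) at 0.346 CPM. Both were named after their values were seen. Averaged over the regions of each mouse, the summed markers of these cells were 7.19 ± 3.79 CPM (SD, n = 6) in males and 4.66 ± 0.775 (n = 6) in females (exact permutation test, two-sided, p = 0.160, adjusted p = 0.852).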

Pathway analysis indicated that transcripts enriched in male microglia across brain regions were associated with immune-related pathways (e.g., positive regulation of lymphocyte proliferation) and G protein-coupled receptor activity (Figure 6E and Supplementary Extended data 15). Transcripts more highly expressed in female microglia across brain regions were associated with response to selenium ion (Figure 6F and Supplementary Extended data 15), including *Selenow*, *Selenoh*, *Selenom*, and *Gpx1* (Figure 6G). 

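Selenow (ENSMUSG00000041571) lies on chromosome 7 of GRCm38 from 15917208 to 15922402, and measured 22.9 ± 5.22 CPM (SD, n = 17 samples) in males and 37.8 ± 6.73 (n = 18) in females. Its log2 fold change of male over female was -0.72 (standard error 0.092, adjusted p = 8.00e-06), and the mouse means differed with p = 0.00216 (exact permutation test, two-sided, 6 males against 6 females), the smallest that these numbers of mice can give. Selenoh (ENSMUSG00000076437) lies on chromosome 2 of GRCm38 from 84669215 to 84670770, and measured 13.6 ± 3.48 CPM (SD, n = 17 samples) in males and 18.6 ± 3.43 (n = 18) in females, with -0.44 (standard error 0.10, adjusted p = 0.0415) and p = 0.0238 (exact). Selenom (ENSMUSG00000075702) lies on chromosome 11 of GRCm38 from 3514684 to 3517351, and measured 5.28 ± 1.03 CPM (SD, n = 17 samples) in males and 6.95 ± 0.943 (n = 18) in females, with -0.42 (standard error 0.078, adjusted p = 0.00545) and p = 0.00216 (exact). Gpx1 (ENSMUSG00000063856) lies on chromosome 9 of GRCm38 from 108338903 to 108340343, and measured 1013 ± 232 CPM (SD, n = 17 samples) in males and 1330 ± 299 (n = 18) in females, with -0.40 (standard error 0.086, adjusted p = 0.0256) and p = 0.0216 (exact). In mice 1 to 6 and mice 7 to 12, the log2 fold changes were -0.51 and -0.92 for Selenow, -0.31 and -0.56 for Selenoh, -0.33 and -0.48 for Selenom, and -0.35 and -0.41 for Gpx1. One PFC sample, that of male mouse 5, had a Gpx1 value of 1359 CPM, apart from the other males. On a list of 20 selenoprotein transcripts these 4 were among the 314 higher in females, with 0.296 expected (odds ratio 16.9, Fisher's exact test, one-sided, p = 1.88e-04). Within mice 1 to 6 the odds ratio was 11.9 and within mice 7 to 12 12.1, with 4 transcripts in each. Of the 18 listed transcripts with a mean of at least 1 CPM, 12 were lower in males, with a median log2 fold change of -0.015. An adjusted p under 0.05 was reached by 4, over all genes as well as over the list alone. That model takes the samples of a mouse as independent. With counts summed per mouse, 4 listed transcripts passed the unadjusted threshold (odds ratio 22.2), while 9 transcripts in all had an adjusted p under 0.05. Among all genes named for the sex effect, 9 lost that adjusted p there. With limma-voom and the mouse as a random effect 7 did. At least 4 listed transcripts with one common direction came from 14 of 100 splits of the mice, and from 7 of 100 that kept mice 1 to 6 and 7 to 12 even, of which 6 were the split by sex with 1 male and 1 female exchanged and 1 was the split by sex itself.

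**Figure D5:**
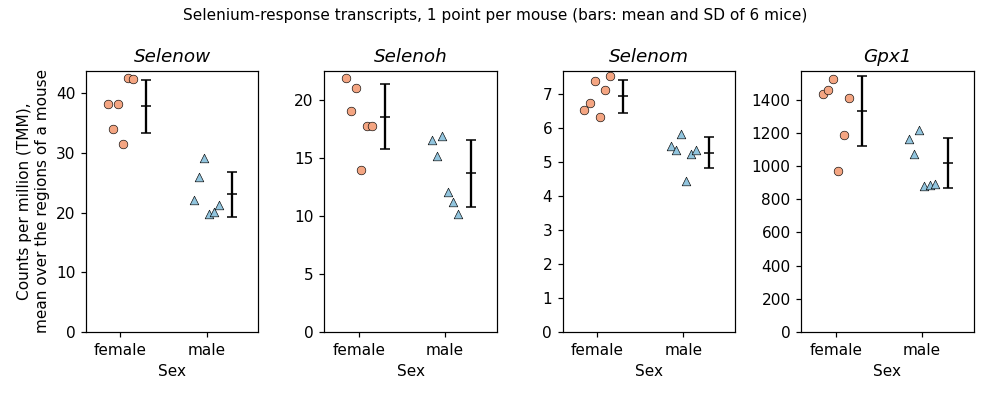
CPM of Selenow, Selenoh, Selenom and Gpx1, averaged over the regions of each mouse, 1 point per mouse, with bars for the mean and SD of 6 females and 6 males. Over all samples Selenow averages 37.8 CPM in females and 22.9 CPM in males.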

Similar pathways were found when assessing each brain region separately (Supplementary Figure 3; Supplementary Extended datas 12–14).

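Within the regions, the log2 fold change of male over female for Selenow was -0.94 in the midbrain (standard error 0.15, adjusted p = 0.00147), -0.72 in the striatum (0.15, adjusted p = 0.106) and -0.47 in the PFC (0.16, adjusted p = 0.691). For Selenoh it was -0.47 in the midbrain (standard error 0.18, adjusted p = 0.799), -0.49 in the striatum (0.18, adjusted p = 1) and -0.37 in the PFC (0.19, adjusted p = 0.867). Selenom gave -0.34 in the midbrain (standard error 0.13, adjusted p = 0.812), -0.36 in the striatum (0.13, adjusted p = 1) and -0.57 in the PFC (0.14, adjusted p = 0.236), and Gpx1 -0.41 in the midbrain (standard error 0.15, adjusted p = 0.769), -0.40 in the striatum (0.15, adjusted p = 1) and -0.38 in the PFC (0.16, adjusted p = 0.734). In the midbrain Selenow was 22.9 ± 6.39 CPM (SD, n = 6) in males, at most 33.8, and 44.02 ± 5.05 (n = 6) in females, at least 36.5. A test of whether the sex difference differs between regions gave an unadjusted p of 0.116 for Selenow in the edgeR fit over all samples (adjusted p = 1).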

**FIGURE 6:**
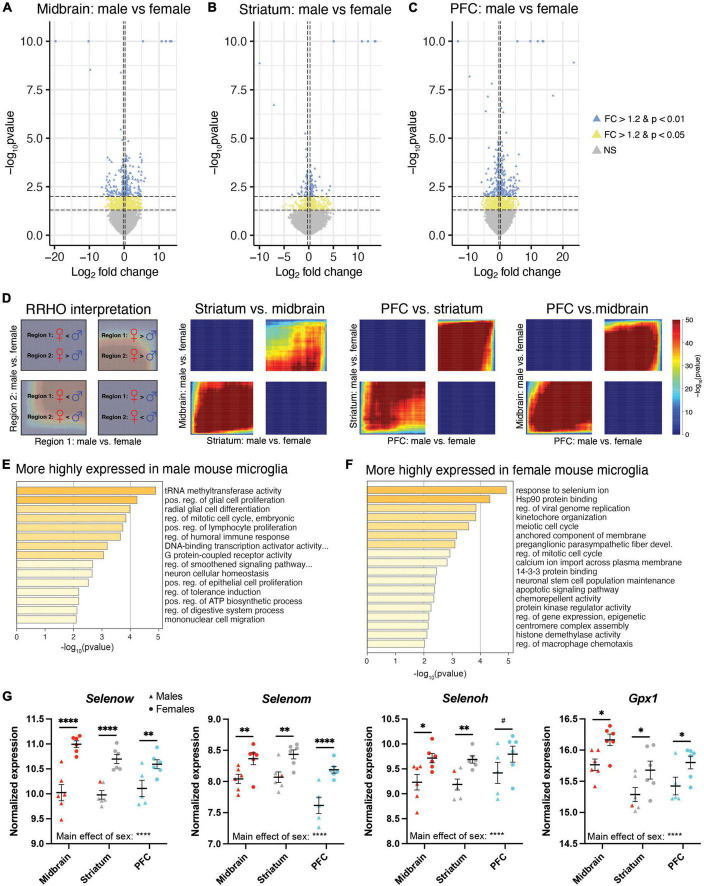
Differential expression of microglia-specific transcripts between males and females. Log_2_FoldChange plotted relative to –log_10_pvalue by volcano plots for differentially expressed (DE) transcripts between males and females in the midbrain (MB; **A**), striatum **(B)**, and prefrontal cortex (PFC; **C**). Horizontal dashed lines represent *p*-value significance cutoffs of *p* < 0.01 and *p* < 0.05, while vertical dashed lines represent log_2_FC cutoffs of ≤ –0.26 or ≥ 0.26 (FC ≥ 1.2). Blue triangles represent DE transcripts with *p* < 0.01 and FC ≥ 1.2. Yellow triangles represent DE transcripts with *p* < 0.05 and FC ≥ 1.2. **(D)** Rank rank hypergeometric overlap (RRHO) plots indicating high degree of overlap of DE transcripts between males and females across brain regions. The interpretation of RRHO plots is indicated on the left, followed by RRHO plots representing 2 brain region comparisons. Enrichment in the bottom left and top right quadrants indicates consistent sex differences across regions. **(E)** Top pathways associated with transcripts more highly expressed in male microglia. **(F)** Top pathways associated with transcripts more highly expressed in female microglia. **(G)** The selenium-related transcripts, *Selenow*, *Selenom*, *Selenoh*, and *Gpx1* were all more highly expressed in female microglia across all three brain regions. *, *p* < 0.05; **, *p* < 0.01; ****, *p* < 0.0001; ^#^, *p* < 0.1.

## Discussion

### Summary of findings

Here we examined the transcriptional profile of microglia in three brain regions of treatment-naïve adult mice: the PFC, striatum, and midbrain. Our findings demonstrate that transcript expression between these regions differs substantially and follows one of 3 patterns. In the first and most common pattern, the transcriptional profile of midbrain microglia was distinct from the PFC and striatum. Our analysis identified many transcripts which were enriched in the midbrain with similar expression between PFC and striatum. 

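A list of 37 interferon-induced transcripts shared 15 with the transcripts higher in the midbrain than in both other regions without a difference between these, where 0.639 were expected (odds ratio 40.4, Fisher's exact test, one-sided, adjusted p = 6.40e-17). Among the 15 were Gbp2, Ifi204, Ifi207, Ifi209, Ifi27l2a, Ifit1, Iigp1, Irf7, Isg15, Oas1a, Phf11d, Usp18, Xaf1 and Zbp1. Under the block the list shared 21 (odds ratio 77.1). The separate groups of mice gave an odds ratio of 53.3 (9 transcripts) in mice 1 to 6 and 6.97 (3) in mice 7 to 12. An index of neuronal markers as a covariate left 6 (odds ratio 19.1), and Benjamini-Hochberg adjusted post hoc p-values left 9 (23.2). Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) measured 19.5 ± 13.3 CPM (SD, n = 12) in the midbrain, 10.1 ± 6.37 (n = 12) in the striatum and 9.54 ± 5.83 (n = 11) in the PFC, with a log2 fold change of -1.03 (standard error 0.32, adjusted p = 0.0492) for PFC over midbrain and -0.95 (standard error 0.32, adjusted p = 0.0602) for striatum over midbrain. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) measured 9.31 ± 7.07 CPM (SD, n = 12) in the midbrain, 4.48 ± 1.55 (n = 12) in the striatum and 4.90 ± 1.94 (n = 11) in the PFC, with -0.92 (standard error 0.26, adjusted p = 0.0245) and -1.05 (standard error 0.26, adjusted p = 0.00764). Of 33 listed transcripts with a mean of at least 1 CPM, 32 were lower in the PFC than in the midbrain, 11 with an adjusted p under 0.05 over all genes and 24 over the list alone. The summed list was 884 ± 225.9 CPM (SD, n = 12) in the midbrain, 604 ± 97.3 (n = 12) in the striatum and 659 ± 119 (n = 11) in the PFC. It was higher in the midbrain than in the PFC in 11 of 11 mice, by 234 CPM (exact sign-flip permutation test, two-sided, p = 9.77e-04, adjusted p = 0.00377), and higher than in the striatum in 12 of 12, by 281 CPM (exact p = 4.88e-04), each p being the smallest that the pairs can give. The midbrain sample of male mouse 5, at 1521 CPM, and the PFC sample of female mouse 10, at 904 CPM, lay apart from the others of their sex and region.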

Midbrain-enriched microglia were associated with pathways related to immune function, such as positive regulation of immune response, MHC protein complex, and response to interferon beta. We also identified transcripts with lower expression in the midbrain compared to the other two regions. These forebrain-enriched microglia were part of pathways related to synaptic function, including synapse organization and post synaptic genes. While the greatest difference in transcriptional profile was between the midbrain and forebrain, we also identified transcripts exhibiting other patterns of expression. In the second pattern, transcripts were enriched in either PFC or striatum compared to the other two regions. PFC-enriched transcripts were found in pathways associated with synapses, including regulation of synaptic vesicle endocytosis and modulation of chemical synaptic transmission. Transcripts enriched in striatal microglia were enriched for pathways associated with microtubules and cytoskeleton organization. In the third expression pattern, a subset of transcripts exhibited gradients in expression. Transcripts exhibiting a midbrain > striatum > PFC gradient were involved in mitotic nuclear division and external side of plasma membrane, as well as pathways associated with neuroinflammation. On the other hand, transcripts exhibiting a PFC > striatum > midbrain gradient were involved in axons and long-term memory. Finally, we found consistent sex differences in microglia-specific transcript expression across all three brain regions, with notable enrichment for selenium-related transcripts in female microglia.

### Brain region differences in the transcriptional profile of microglia

Though these three regions are related, we found that midbrain microglia were distinct from microglia in the PFC and striatum. Notably, several immune-related pathways were enriched in midbrain microglia compared to microglia isolated from the PFC or striatum. For instance, the taurine transporter gene, *Slc6a6*, is enriched in midbrain compared to PFC and striatum, and has previously been shown to be upregulated during M1 macrophage polarization (50). Additionally, *B2m*, a component of major histocompatibility complex (MHC) class 1 which we find to be more highly expressed in midbrain microglia, exhibits elevated expression in disease associated microglia [DAM (51, 52)]. Transcripts associated with homeostatic microglia, including the transcriptional regulator, *P2ry12* (53), were more lowly expressed in midbrain microglia. 

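On a list of 14 transcripts of homeostatic microglia, 1 was lower in the PFC and 0 were lower in the striatum than in the midbrain. The median log2 fold change was 0.13 for PFC over midbrain and 0.17 for striatum over midbrain. An adjusted p under 0.05 was reached by 5 and 7 of them over all genes, and by 6 and 8 over the list alone. Within mice, the sum of the list differed between midbrain and PFC by a mean of -4349 ± 2844 CPM (SD, n = 11), with 1 mouse in the opposite direction (exact sign-flip permutation test, two-sided, p = 0.00195, adjusted p = 0.00659). Midbrain and striatum differed by a mean of -6076 ± 4105 CPM (SD, n = 12, exact p = 9.77e-04, adjusted p = 0.00377), again with 1 exception. Striatum and PFC differed by 1264 CPM (exact p = 0.366). From midbrain to PFC, the largest rise on this list was 0.63 for Fcrls. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) measured 7110 ± 1036 CPM (SD, n = 12) in the midbrain, 8906 ± 1254 (n = 12) in the striatum and 7843 ± 1176 (n = 11) in the PFC and changed by 0.14 (standard error 0.086, adjusted p = 0.440) from midbrain to PFC and 0.33 (standard error 0.084, adjusted p = 0.0125) from midbrain to striatum.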

Our findings fall in line with previous studies of microglial regional heterogeneity in which others have demonstrated that *P2ry12* is higher in cortex and striatum, and comparatively lower in the midbrain (17, 34), while the expression of phagocytic and immune-activating genes was higher in midbrain compared to forebrain regions (16, 17, 34). The purinergic receptor P2Y12 is an important cell surface protein which microglia use to interact with other cell types. P2Y12 is responsible for sensing ATP in the environment released by both overactive neurons and by dead or dying neurons and initiates the movement of microglial processes toward the site of injury. P2Y12 signaling is thus necessary for not only mounting the microglial neuroinflammatory response (54, 55), but also for normal synaptic function and neurophysiology (56). Together, our findings support the conclusion that midbrain microglia exhibit a more immune-vigilant signature, while microglia in the forebrain are more homeostatic.

There were also transcripts enriched within the PFC or striatum as compared to the other two regions. PFC-enriched transcripts were enriched for synapse-related pathways. *Prkar1a* was enriched in PFC microglia, and this transcript has been shown to be elevated in surveillant microglia (57). Striatal-enriched microglia were associated with microtubule- and cytoskeleton-related pathways. *Il6ra* and *Selplg* were enriched in microglia isolated from the striatum; notably, *Selplg* plays a role in microglia’s ability to sense the environment (58). Together, these findings suggest midbrain microglia have a more disease-associated or immune-vigilant transcriptional profile, while cortical and striatal microglia have a transcriptional profile oriented toward remodeling synaptic and neuronal architecture as well as sensing the local environment. 

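A list of 19 transcripts of disease-associated microglia had 6 among the transcripts that fall from midbrain over striatum to PFC, Axl, Clec7a, Itgax, Lgals3, Lpl and Spp1, with 0.119 expected (odds ratio 76.6, Fisher's exact test, one-sided, adjusted p = 2.54e-08 over 104 tests). A further 2, Ch25h and Gpnmb, were among those higher in the midbrain than in both other regions without a difference between these (0.328 expected, Fisher's exact test, adjusted p = 0.218). All 18 listed transcripts with a mean of at least 1 CPM were lower in the PFC than in the midbrain, with a median log2 fold change of -0.60, and 13 were lower in the striatum, with a median of -0.25. For PFC against midbrain 10 had an adjusted p under 0.05, both over all genes and over the list alone, and for striatum against midbrain 7. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) measured 14.8 ± 4.72 CPM (SD, n = 12) in the midbrain, 6.94 ± 1.70 (n = 12) in the striatum and 2.94 ± 1.45 (n = 11) in the PFC, with -2.34 (standard error 0.22, adjusted p = 7.34e-10) for PFC over midbrain, and Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) 28.8 ± 7.88 CPM (SD, n = 12) in the midbrain, 15.9 ± 5.92 (n = 12) in the striatum and 5.34 ± 2.42 (n = 11) in the PFC, with -2.43 (standard error 0.24, adjusted p = 5.91e-09). The sum of the list, of which Ctsd gives the largest part, was higher in the midbrain than in the PFC in 10 of 11 mice, by 2044 CPM (exact sign-flip permutation test, two-sided, p = 0.00195, adjusted p = 0.00659), and differed from the striatum by -145 CPM (exact p = 0.807). With the mean log2 CPM of the listed transcripts the midbrain was higher than the striatum in 12 of 12 mice, by 0.66 (exact p = 4.88e-04, the smallest that the pairs can give). From the immune and disease-associated transcripts in the midbrain and the synaptic ones in the other regions, the paper proposes that midbrain microglia are more vigilant and that those of cortex and striatum are oriented towards synapses and their surroundings.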

Because plasticity in these regions underlies learning and memory, it is possible that microglia in forebrain areas spend more time surveilling the local environment and performing functions related to synapse dynamics.

It is difficult to say with certainty what it means functionally for midbrain microglia to have a disease-associated transcriptional profile in treatment-naïve, healthy mice. However, we can look at other microglia with a similar transcriptional expression profile for clues. Previous work has demonstrated that microglia from regions with a more fenestrated BBB, such as the median eminence, the subventricular zone (SVZ), and circumventricular organs (CVOs), also have a disease-associated profile under normal homeostatic conditions. 

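The antigens CD16 and CD32 are encoded by Fcgr3 and Fcgr2b, and CD86 by Cd86. Fcgr3 (ENSMUSG00000059498, chromosome 1, 171051174 to 171064935) measured 1533 ± 154 CPM (SD, n = 12) in the midbrain, 1677 ± 114 (n = 12) in the striatum and 1644 ± 206.5 (n = 11) in the PFC, and its effect of region had an adjusted p of 0.267. Fcgr2b (ENSMUSG00000026656, chromosome 1, 170958617 to 170976547) measured 311 ± 19.6 CPM (SD, n = 12) in the midbrain, 324 ± 22.8 (n = 12) in the striatum and 326 ± 21.1 (n = 11) in the PFC (adjusted p = 0.571 for region), and Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081) 477 ± 34.9 CPM (SD, n = 12) in the midbrain, 513 ± 34.9 (n = 12) in the striatum and 491 ± 50.4 (n = 11) in the PFC (adjusted p = 0.345). The log2 fold change of PFC over midbrain was 0.096 (standard error 0.056) for Fcgr3, 0.066 (0.044) for Fcgr2b and 0.036 (0.049) for Cd86, and that of striatum over midbrain 0.13 (0.055), 0.060 (0.043) and 0.10 (0.047). With the mouse as a block the changes from midbrain to striatum were 0.13 (adjusted p = 0.0456), 0.060 (adjusted p = 0.345) and 0.11 (adjusted p = 0.102). In mice 1 to 6 and mice 7 to 12, Cd86 changed by 0.044 and 0.16 from midbrain to striatum. Samples apart from the others of their region and sex were female mouse 8 in the midbrain for Fcgr3 (1284 CPM), male mouse 5 in the midbrain and female mouse 2 in the striatum for Fcgr2b (339 and 278 CPM), and male mouse 5 in the midbrain and female mouse 8 in the striatum for Cd86 (551 and 602 CPM).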

Microglia in regions with an incomplete BBB are characterized by downregulation of identity markers and upregulation of immune markers such as CD16/32 and CD86 (13–15, 31); however, there was no effect of brain region on these markers in our dataset. Morphologically, these microglia have shortened, thicker processes, a phenotype which is typically associated with an activated state (10, 13, 14). Other research has demonstrated that midbrain microglia have more sparse branching with smaller tissue coverage compared to striatal microglia (16). It is interesting to speculate that microglia in these regions with an incomplete BBB could be constitutively activated because they are exposed to more potential threats from the periphery without the protection afforded by a complete BBB. Indeed, systemic administration of lipopolysaccharide, which induces an inflammatory response, produces robust microglial proliferation, and an accompanying increase in microglial density, exclusively in CVOs and adjacent regions (59). For microglia in the midbrain, one could speculate that the local environment demands them to be in a similarly immune-vigilant state. However, it is important to note that pro-inflammatory cytokines released by microglia such as interleukin (IL)-1β, IL-6, and tumor necrosis factor (TNF)-α participate in the inflammatory process when faced with an immune challenge; however, under homeostatic conditions, these same cytokines regulate synaptic transmission and potentially work to regulate long-term synaptic plasticity (60). Along these lines, microglia in regions with an incomplete BBB express lower levels of the purinergic receptor P2Y12. Microglia in these regions extend their processes more slowly toward administered ATP than cortical microglia which express higher levels of P2Y12 (13). 

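P2ry12 was 6587 ± 371 CPM (SD, n = 6) in the midbrain of males and 6286 ± 897 (n = 6) in that of females. In the striatum it was 7418 ± 715 (n = 6) and 7150 ± 617 (n = 6), and in the PFC 7786 ± 979.5 (n = 5) and 7888 ± 1096 (n = 6). The log2 fold change of PFC over midbrain was 0.32 in mice 1 to 6 and 0.25 in mice 7 to 12, and that of striatum over midbrain 0.13 in mice 1 to 6 and 0.22 in mice 7 to 12. Sequencing counts give the transcript and not the protein.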

Consistently, midbrain microglia in our study also expressed lower levels of P2Y12. Functionally, this suggests that regulation of neurotransmission and synaptic functions by microglia could be region specific and regulated in part by markers typically associated with neuroinflammation.

### Microglia-specific transcript expression follows a gradient across regions

We found that there was a hierarchical pattern of expression across the brain regions that we assayed. While expression levels in the PFC and striatum were similar and expression in the midbrain was distinct, there were transcripts in which expression was highest in the PFC and lowest in the midbrain with an intermediate level of expression in the striatum. Transcripts which followed this pattern are associated with axons, long term memory, and G protein-coupled receptor binding. Two transcripts that fit this pattern are the homeostatic microglia marker *Fcrls* and the chemotaxis-related gene *Cd164* (61). There was also expression which followed the opposite pattern, with the highest expression in the midbrain and lowest in the PFC with the striatum being intermediate. Transcripts which fit this pattern were enriched for pathways such as mitotic nuclear division and external side of plasma membrane. Several neuroinflammatory pathways were identified in our gradient analysis, including regulation of leukocyte activation, regulation of natural killer cell activation, lymphocyte activation, and regulation of microglial cell activation, consistent with midbrain-enriched microglia exhibiting a more immune-surveillant phenotype. Consistent with these immune-related pathways, *Clec7a* and *Axl* exhibit this gradient of expression (midbrain > striatum > PFC), and these transcripts are more highly expressed in DAM (51, 52).

Others have demonstrated a similar rostro-caudal gradient in expression. Identity markers (i.e., CX3CR1, P2RY12) and immune-inhibitory genes such as *Sirpa* and *Cd206* are highly expressed in forebrain regions including the cortex, hippocampus, and striatum, and exhibit lower levels in midbrain and hindbrain regions such as VTA, cerebellum, and brainstem (15, 17, 34, 62). Phagocytic or immune activating genes show the opposite pattern of enrichment: high in hindbrain and midbrain structures but lowly expressed in forebrain regions (16, 17, 63). The gradient in transcript expression is concomitant with a gradient in microglial density and morphology. The density of microglia is high in cortex and hippocampus, intermediate in midbrain nuclei, and low in the hindbrain. The same pattern is repeated with regards to the ramification of microglial processes (10–12, 16). These rostral-caudal changes in microglia could reflect the increasing complexity of the dendritic arbor and a related increase in spine density as you move more rostral through the parenchyma (64).

Work by De Biase et al. suggests that microglial diversity may be more nuanced than just a rostral-to-caudal relationship. The authors focused on regional differences within the basal ganglia circuit nuclei. Like our work, they demonstrated that midbrain VTA microglia were distinct from cortical and striatal microglia. However, variation in cell density, process complexity, and lysosome content was largest between immediately adjacent midbrain nuclei. Substantia nigra pars reticulata (SNr) microglia exhibited a transcriptional profile distinct from substantia nigra pars compacta (SNc) and VTA microglia which were comparatively much more similar to NAc microglia (16). This indicates that while a rostro-caudal gradient in microglia transcriptional profiles exists across brain regions, local environments exist along the neuroaxis, and microglia respond to cues within those discrete areas. De Biase et al. further demonstrate that the ratio of microglia to neurons and other glial cell types, particularly astrocytes, changes in accordance with differences in microglial function and morphology; regional microglial phenotype was restored after pharmacologic ablation. These findings suggest that rather than epigenetic programing set during development, cell-extrinsic regulatory signals produce and maintain regional microglial identity in the adult organism. The midbrain contains other important structures, including perhaps most notably the dorsal raphe nuclei (DRN), which is responsible for serotonin synthesis within the brain. These serotonergic cells receive a range of brainstem inputs and project to an array of forebrain nuclei and play a crucial role in modulating complex behaviors (i.e., mood, reward, motivation, and learning). This nucleus consists of a diversity of cell types which contain multiple neurotransmitter types that are transcriptionally heterogenous (65–68). The periaqueductal gray (PAG) is another midbrain region relevant to autonomic function, motivation, defensive behavior, and pain modulation. Interestingly, evidence suggests that microglia within the PAG exhibit sex differences in levels of activation (female > male), and that female PAG microglia are more responsive to an immune challenge (69). Thus, the DRN and PAG represent discrete, local environments that may have distinct pools of microglia which might vary by sex or exhibit different transcriptional profiles compared to other brain regions. While we did not differentiate between subregions of the midbrain, such analyzes might be interesting in the future to discern whether microglia isolated from these discrete midbrain regions exhibit transcriptional differences.

Other research has corroborated this conclusion in both human and mouse. It has been consistently demonstrated that microglia express a composite transcriptional profile across regions which distinguishes them from other cell types such as peripheral macrophages, but which is expressed at different ratios within discrete structures. The maintenance of microglial phenotype depends on yet to be identified signals *in vivo*, and microglia lose their phenotype *ex vivo* and *in vitro* (15, 70–73). All these lines of evidence suggest that microglial regional heterogeneity depends on local signaling from other cell types which vary from region to region in terms of density, morphology, and function.

### Sex differences in transcript expression in microglia

While brain region explained most of the variance associated with the transcriptional profile of microglia, we also found sex differences in expression. This finding is consistent with a growing literature indicating sex differences in microglia (22, 23, 26–28).

The top pathway associated with transcripts more highly expressed in female microglia across all three brain regions was response to selenium ion (e.g., *Selenow*, *Selenoh*, *Selenom*, *Gpx1*). Gene products of these transcripts represent members of a class of Selenium (Se)-dependent proteins which participate in glucose metabolism and protect cells from oxidative stress by reducing reactive oxygen and nitrogen species (74, 75). Glutathione peroxidase 1 (GPX1) may play a further role in regulating the inflammatory response. For instance, overexpression of GPX1 results in fewer activated microglia after ischemic injury (76). There are many members of this diverse family with tissue-specific patterns of expression. Interestingly, expression of GPX1 and SelenoW is brain enriched. Spatial expression profiling indicates enrichment of SelenoW in 90% of brain regions assayed in the adult mouse (77). SelenoW has strong antioxidant properties and evidence suggests it plays a functional role in neuronal synapses and is highly expressed in the synaptic compartment (78, 79). In line with our findings, multiple lines of research demonstrate strong sex differences in selenoprotein expression and activity across domains including intracellular selenium metabolism, selenium recycling, absorption, and secretion. Selenium also directly influences the production of the sex hormone testosterone and, in return, sex hormones regulate selenium distribution and metabolism (74). For GPX1, female mice demonstrate greater efficiency in use of dietary selenite and higher expression of Gpx1 mRNA in peripheral tissue (80, 81). In humans, *Gpx1* SNPs also show sex differences leading to lower enzyme activity in males (82, 83). However, less is known about sex differences in activity and functional consequences of SelenoW expression. Further, existing research links GPX1 and SelenoW to risk for Alzheimer’s Disease (AD) (84). Selenium levels are significantly decreased in AD patients and carriers of the risk allele apolipoprotein E (ApoE4), making selenoproteins an intriguing site of inquiry (84). Both GPX1 and SelenoW are expressed in regions associated with the pathophysiology of AD and polymorphisms in human *Gpx1* have been significantly correlated with AD in two South American populations (85, 86). Chen et al. found SelenoW can form a disulfide bond to inhibit tau aggregation, which suggests this protein may play a crucial neuroprotective role (87). Microglia are directly linked to the pathophysiology of AD; activated microglia respond to the buildup of Aβ plaques, and the overactivation of microglia may lead to the pathological loss of synapses in the disorder. Outside of *APOE*, the majority of AD-associated risk loci are expressed exclusively or preferentially by microglia (88). It is interesting to speculate that sex differences in selenoproteins, possibly even within microglia, might contribute to sex differences in AD.

While we see mostly consistent sex differences in the microglia transcriptional profile across the PFC, striatum, and midbrain, there are some differences. 

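A test of the region by sex interaction in edgeR gave 0 transcripts with an adjusted p under 0.05, and 632 with an unadjusted p under 0.05 where chance would give 1062. DESeq2 gave 1 and 489. Mice 1 to 6 alone gave 0 and 705, and mice 7 to 12 alone 0 and 464. At least 632 transcripts at the unadjusted threshold came from 94 of 100 splits of the mice, whose median was 800.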

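Summed over the list of 49 synaptic transcripts, males had 241 ± 19.6 CPM (SD, n = 6) and females 246 ± 11.4 (n = 6) in the midbrain, a difference of -4.87 CPM (exact permutation test, two-sided, p = 0.630, adjusted p = 0.900 over 9 tests). The difference was -9.13 in mice 1 to 6 and -0.60 in mice 7 to 12. Of the listed transcripts, 27 had a log2 fold change towards females in the midbrain, 2, Arc and Snap25, passed the unadjusted threshold towards females and 3, Shank3, Slc17a7 and Vamp2, towards males. With an adjusted p under 0.05 there were 0. In the PFC the sums were 309 ± 29.8 CPM (SD, n = 5) in males and 289 ± 20.6 (n = 6) in females (exact p = 0.214), and 4 transcripts passed the threshold towards males and 0 towards females. In the striatum they were 292 ± 19.2 (n = 6) and 282 ± 11.9 (n = 6) (exact p = 0.296), with 0 and 0. The within-mouse difference between midbrain and PFC was -67.5 CPM in 5 males and -43.7 CPM in 6 females (exact permutation test, two-sided, p = 0.145), and that between midbrain and striatum -51.5 and -36.5 CPM (exact p = 0.266).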

Notably, we find that many synapse-related transcripts and associated pathways (e.g., “glutamatergic synapse” and “GABA receptor binding”) are more highly expressed in females in only the midbrain. Interestingly, a previous study by Guneykaya et al., examined sex differences in microglia transcript expression and identified “GABA and Glutamate receptor activity” associated with transcripts more highly expressed in females (25). Guneykaya et al., also found that male microglia are enriched for pathways associated with transcriptional activity in the cortex, similar to our findings in the PFC. 

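Summed CPM of the MHC list, compared between the sexes by two-sided exact permutation tests, were 7912 ± 2069 CPM (SD, n = 6) in males and 8072 ± 1883 (n = 6) in females in the midbrain (exact p = 0.755), 6021 ± 335 CPM (SD, n = 6) in males and 6211 ± 689 (n = 6) in females in the striatum (exact p = 0.543) and 6020 ± 676 CPM (SD, n = 5) in males and 5733 ± 419.6 (n = 6) in females in the PFC (exact p = 0.409). For the interferon list they were 903 ± 322 CPM (SD, n = 6) in males and 866 ± 90.3 (n = 6) in females in the midbrain (exact p = 0.900), 613 ± 51.5 CPM (SD, n = 6) in males and 594 ± 134 (n = 6) in females in the striatum (exact p = 0.773) and 666 ± 124 CPM (SD, n = 5) in males and 653 ± 126 (n = 6) in females in the PFC (exact p = 0.896). Of the MHC transcripts with a mean of at least 1 CPM, 7 of 25 were lower in males over all regions, and of the interferon transcripts 12 of 33, with median log2 fold changes of 0.036 and 0.048.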

We also found that across brain regions, male microglia exhibit a more inflammatory profile. This result is consistent with a previous study which examined the transcriptional profile of microglia isolated from the whole mouse brain (23). Overall, our results associated with sex differences in microglia transcript expression are consistent with previous studies.

### Limitations

One limitation to the current study is that we did not assess phase of estrous cycle in female mice at the time of sacrifice, which would have given us insight into whether levels of circulating ovarian hormones might influence transcript expression in females. Given our findings for sex differences in expression of microglia-specific transcripts, in future studies, it will be important to determine whether circulating gonadal hormones drive these sex differences. However, a previous study reported that phase of estrous cycle did not influence microglia-specific gene expression in the hippocampus (24). Future studies will also use similar methodology to probe for sex differences in brain regions more traditionally defined as being sexually dimorphic (e.g., hypothalamus). Another limitation is that the transgenic strain we used required tamoxifen injections to drive Cre expression. Tamoxifen can act as a potent estrogen receptor-alpha agonist and antagonist, and administration of tamoxifen may disrupt cyclicity in females [e.g., (89–93)]. Thus, it is possible that tamoxifen influenced some of our findings related to sex differences. However, we waited 10–21 days after tamoxifen injection to sacrifice mice, reducing the possibility for acute effects of tamoxifen on microglia-specific transcript expression. Further, evidence suggests that tamoxifen used for Cre-induction does not cause long-term effects or sex differential responses in the brain transcriptome (94). We report findings related to transcript expression within isolated microglia; thus, it is unclear if associated proteins will exhibit similar patterns. Future studies will assess protein levels of identified transcripts within microglia. Another limitation is that we might have missed a population of TMEM119-negative microglia, which could not be determined using the method employed here. Finally, it is likely that several factors contribute to inform regional phenotype, which cannot be divorced from each other. It is hard to disentangle the effects of local cues in the environment from putative identity differences inherent to microglia within different compartments. Factors from the local environment (e.g., from neurons, glia, as well as infiltrating blood-derived macrophages) all interact with microglia, which may contribute to regional heterogeneity. Indeed, there are regional differences in the density, relative cell ratio, and function of these other cell types which creates unique signaling milieus within discrete local environs to which microglia respond.

## Conclusion

Here, we find that the transcriptional profile of isolated microglia differs based on brain region and sex, even under homeostatic conditions. Future studies will use similar methodology to assess whether these transcriptional profiles shift when mice are exposed to stress, with a specific focus on whether males and females exhibit similar alterations. Microglia have in the past been thought of as a homogenous cell type which was alternatively quiescent during homeostasis and activated when the parenchyma was faced with threat or neurodegeneration. However, microglia play several roles in the healthy organism as well, and evidence suggests that there are several subtypes of microglia which can be distinguished by the transcripts they express. These putative subtypes can be found in different ratios within and across regions and may perform specific functions in response to stimuli (73). Indeed, our findings support the hypothesis that microglia perform diverse functions based on both brain region and sex.

## Data availability statement

Raw and processed RNA-sequencing data have been deposited into the NCBI Gene Expression Omnibus database (GEO; GSE203553).

## Ethics statement

The animal study was reviewed and approved by University of Pittsburgh Institutional Animal Care and Use Committee.

## Author contributions

MLS, RL, and ZF designed and coordinated the study. KB and SP obtained and processed samples using FACS sorting. XX, MLS, KB, GT, and YA-A conducted statistical analyzes and data interpretation. MS, YA-A, KB, and MLS drafted the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Brain region- and sex-specific transcriptional profiles of microglia
**Source:** Front Psychiatry. 2022 Aug 24;13:945548. doi: 10.3389/fpsyt.2022.945548
**Supplement:** Supplementary file 1

Supplementary Material

Brain region- and sex-specific transcriptional profiles of microglia

Kelly Barko^1,#^, Micah Shelton^1,#^, Xiangning Xue^2^, Yvette Afriyie-Agyemang^1,3^, Stephanie Puig^4,5^, Zachary Freyberg^1,3,6^, George C. Tseng^2^, Ryan W. Logan^4,5,7^, Marianne L. Seney^1,3,*^

^#^Equal contribution

Keywords: microglia, RNA-sequencing, Tmem119, disease-associated microglia, sex difference.

1. **Supplementary Figures**

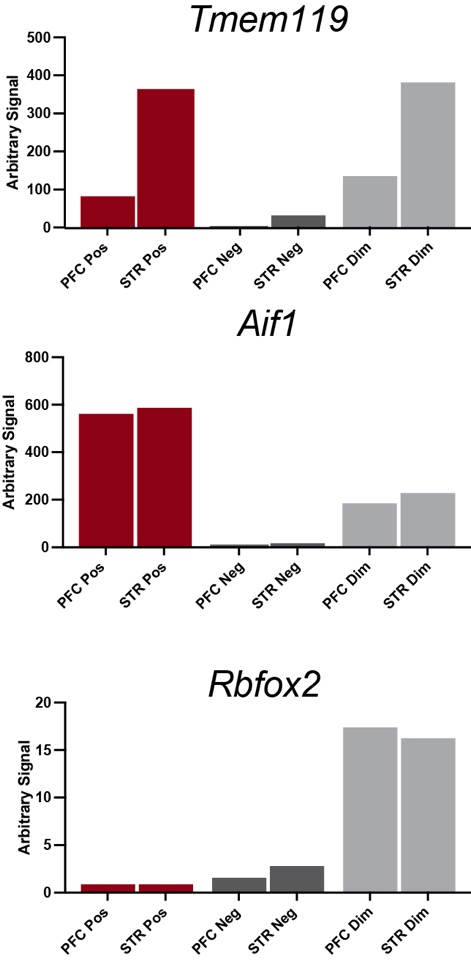

**Supplementary Figure 1. Enrichment for microglia-specific markers in isolated cells.** Quantitative polymerase chain reaction using BioRad mouse primers confirm that positive (Pos) cells isolated with our fluorescent activated cell sorting (FACS) gating strategy exhibit high levels of the microglia-specific markers *Tmem119* and *Aif1*, and negligible expression of the neuronal marker *Rbfox2*. Negative (Neg) cells exhibited negligible expression of *Tmem119*, *Aif1*, and *Rbfox2*. Dim cells exhibited expression of *Tmem119*, *Aif1*, and *Rbfox2*, suggesting that while they express microglia markers, these cell isolates might have contamination from neurons. Thus, we moved forward with performing RNA-sequencing on only positive cells.

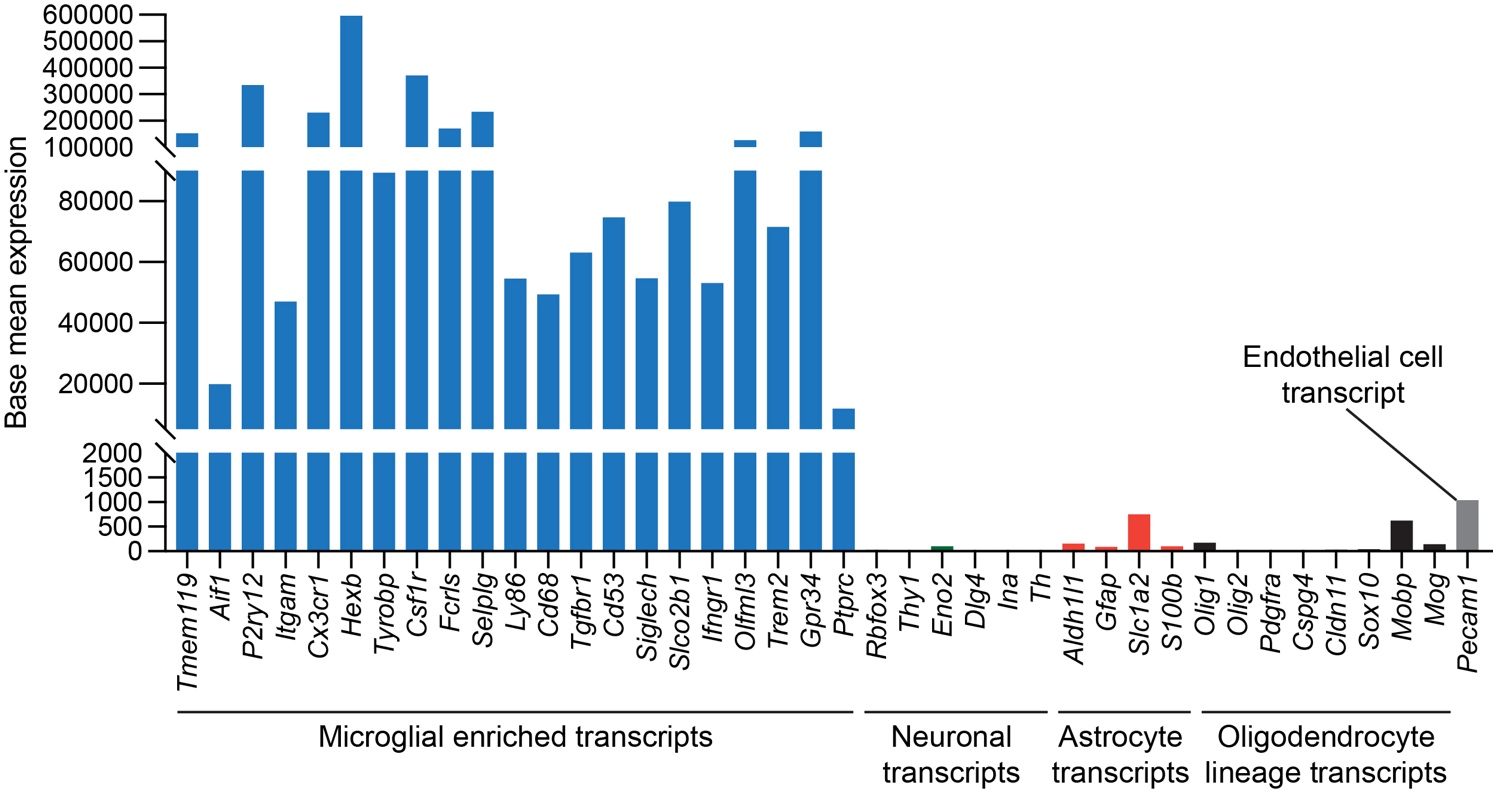

**Supplementary Figure 2. Enrichment for microglia-specific markers in sequenced pool of cells.** Investigation of base mean expression of cell type-specific markers confirmed that isolated cells were indeed microglia. Cells exhibited high expression of microglia-specific markers, negligible expression of astrocyte-specific markers, negligible expression of oligodendrocyte lineage-specific markers, negligible expression of neuron-specific markers, and low expression of an endothelial cell-specific marker.

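Base mean expression is the average of normalized counts over samples, given here as mean CPM over all 35 samples for the markers that the figure names. Among the microglial markers, Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) had a mean of 3267 CPM (from 2778 to 3861), Aif1 (ENSMUSG00000024397, chromosome 17, 35170991 to 35176068) 424 CPM (from 309 to 548) and Itgam (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491) 1006 CPM (from 664 to 1346). The lowest mean was that of Ptprc, 252 CPM. The means of Cx3cr1, Csf1r, Tyrobp, Trem2 and Gpr34 were 4927, 7956, 1913, 1533 and 3419 CPM. Neuronal markers ranged from 0.0799 CPM for Thy1 to 1.98 CPM for Eno2, with Rbfox3 at 0.786 CPM. Astrocyte markers ranged from 1.83 CPM for Gfap to 16.0 CPM for Slc1a2, whose highest value, 55.0 CPM, was in the PFC of female mouse 12. Slc1a2 measured 6.10 ± 2.31 CPM (SD, n = 12) in the midbrain, 22.8 ± 9.35 (n = 12) in the striatum and 19.4 ± 15.0 (n = 11) in the PFC. Markers of the oligodendrocyte lineage ranged from 0.175 CPM for Pdgfra to 13.3 CPM for Mobp. Pecam1, the endothelial marker, averaged 22.3 CPM. Th, Thy1, Dlg4, Ina, Gfap, Olig2, Pdgfra, Cspg4, Cldn11, Sox10 and Mog had 0 counts in at least 1 sample, which is not evidence that the transcript is absent.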

**
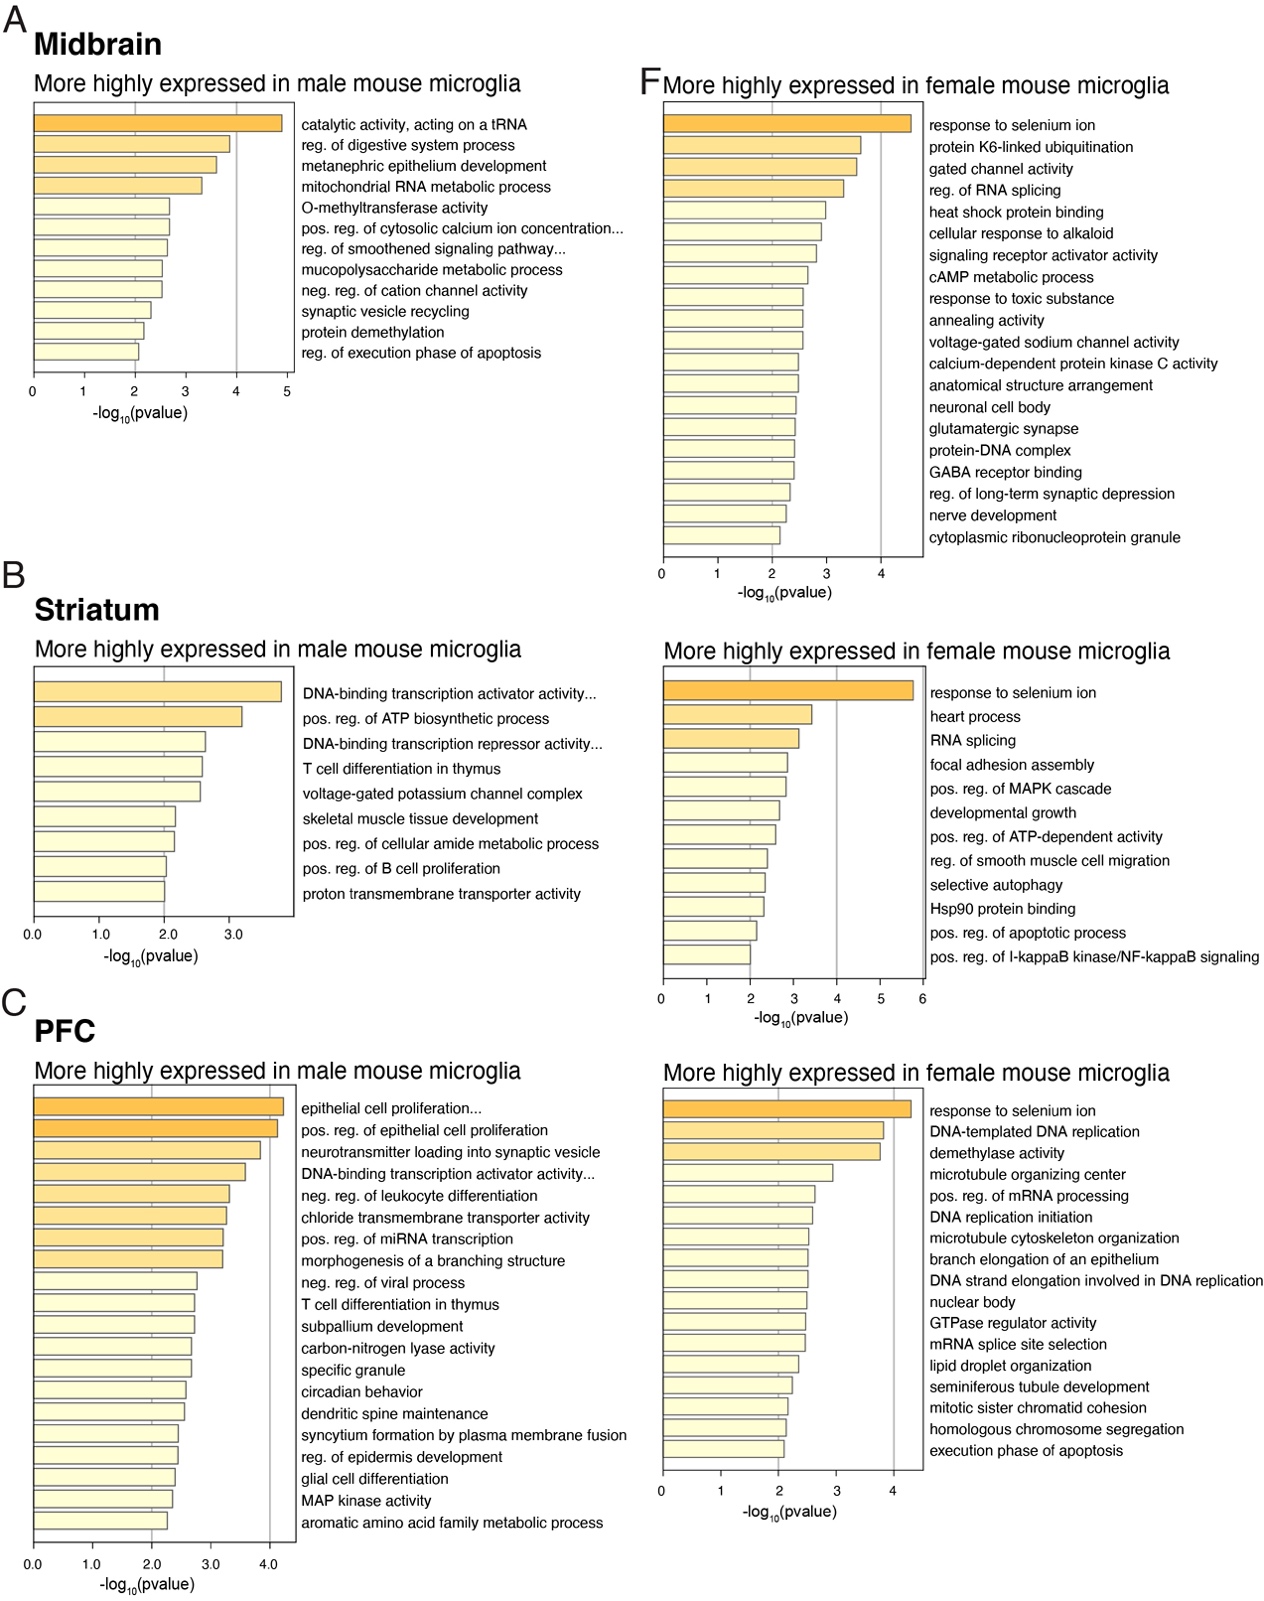
**

**Supplementary Figure 3. Top pathways associated with transcripts exhibiting sex differences within midbrain (A), striatum (B), and prefrontal cortex (PFC; C).**

How the deposited data were processed for this re-analysis (not part of the article)

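RNA from sorted microglia of 12 mice, 6 male and 6 female, was compared between midbrain, striatum and PFC in 35 samples. The authors deposited raw counts of reads per Ensembl gene: they trimmed adapters from paired reads, aligned them to GRCm38 with HISAT2, counted them on genes and removed genes with low expression before deposit, and applied no normalization to the counts (from the paper's data analysis section, and from whole numbers whose total differs between samples). The paper's text does not name the counting tool, the annotation release, the use of strand or the handling of reads that match several places, so genes with near-identical copies, overlapping genes and the antisense pair Xist and Tsix are uncertain. Everything below was computed from these counts, and no read was aligned again.

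The number in a sample title was taken as the mouse number, from the labels and from the paper's numbers of mice, and the mouse number is what pairs the samples of different regions. One column whose name and label disagree on the region was taken as the striatum of mouse 3, from the label, the paper's number of PFC samples and its supplementary data. All 35 samples and 21236 genes of the table were used, with symbols, positions, length and GC content from GENCODE M21, and 133 genes have no symbol there. Total counts ran from 37680501 to 54131421 per sample, so that a gene with 3 counts has 0.0554 to 0.0796 CPM, a floor that was chosen; smaller values, down to 1 count, occur in the table.

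Fits were made in R 4.3.3 with edgeR 4.0.16 (TMM factors, robust quasi-likelihood fit and F-test), and CPM and log2 CPM (prior count 2) use the same factors. Region, the pairs of regions and the main effect of sex come from an additive model of region and sex over all samples, and sex within a region and the interaction from a model with a mean for each region and sex. A region effect needed a Benjamini-Hochberg adjusted p under 0.05. The pairs of regions and sex needed an unadjusted p under 0.05 with a fold change over 1.2. The cut-offs are the paper's, but it names no adjustment for the pairs or for sex. Unadjusted p-values were a choice made here. Expression patterns over the regions were counted from the calls of the pairs. Lists of marker and pathway genes were written by hand, since no pathway database was at hand, and were compared with the patterns by one-sided Fisher's exact tests over all genes in the table, adjusted over the tests. Sums of CPM over a list were compared within mice by exact sign-flip tests and between sexes by exact permutation tests, both two-sided. Correlations are Pearson's r and Spearman's rho with two-sided permutation p-values, adjusted over 14 relations. Principal components came from prcomp, with 100000 random permutations for the separation of the midbrain. DESeq2 1.42.0, limma 3.58.1 with voom, sva 3.50.0 and data.table 1.17.8 were used for alternatives and tables, and Python 3.11.15 with matplotlib 3.10.9 for the gene annotation and plots.

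The fits were tested on simulated data in which 200 of 21236 genes were given known changes, with means and library sizes of the real samples. At adjusted p-values under 0.05 the steps called 186 of these for PFC against midbrain, 195 for sex and 187 for region, with 12, 14 and 12 false calls, and called 0 genes for an interaction that the data did not hold. These rates hold for the simulated data at that threshold only. The counts for pairs of regions and for sex rest on unadjusted p-values with a fold change over 1.2, which the test did not cover. Real samples from the same mouse were also more alike (mean r of 0.22), and lower and higher mouse numbers differed. The rates therefore cannot be carried over to the real fits, least of all for sex.

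The models, thresholds, marker lists, the rule for named genes and most alternatives were chosen before the data were examined. Named genes are those in the paper's results, members of a list where it is discussed, and for each pair of regions the 5 higher and 5 lower genes with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 8 CPM and the same direction in every mouse with both regions; for sex, 5 per direction among those with that adjusted p and mean. The alternatives were DESeq2, which the paper used, DESeq2 size factors in edgeR, edgeR's filterByExpr, a minimum of 10 counts in every sample, the mouse number as a block in place of sex, 1 surrogate variable, an index of neuronal markers as a covariate, adjusted post hoc p-values, no minimum on the fold change, other definitions of the patterns, fits of single regions or pairs, counts summed per mouse, limma-voom with mouse as a random effect (consensus correlation 0.168), other scalings of the principal components and marker sums, and each mouse left out in turn. Alternatives chosen after the data were seen were a covariate for mice 1 to 6 against mice 7 to 12, an index of neuronal, astrocyte, oligodendrocyte and endothelial markers as a covariate, the fit without the striatum sample of mouse 3, DESeq2 with Holm-adjusted post hoc p-values with and without a minimum on the fold change, and per-mouse fits for the named genes of the sex effect. The comparison of gene lists between the sexes within each region was also added after the data were seen, before its own values were. Refits over regrouped mice used 100 splits each. The paper's PCR measurements, its Metascape enrichment and its rank-rank overlap maps were not analysed here. Results for some single genes are not reported here: they were taken out of the search for samples that lie apart after its values had been seen, in every group and without regard to the values, and lists of genes may hold fewer names than the counts beside them. In all, 3 choices made late are told where they matter: the count that stands for the selenoprotein list in matched lists, its weighing against the groups of mice, and the tests on mouse 2.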

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

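The tests on mice 1 to 6 against mice 7 to 12, on the border macrophage markers and on the striatum sample of mouse 6, on mouse 2 and on the first principal component were chosen only after the result was seen. A sample counts as lying apart when its gap to the nearest other sample of its region and sex is wider than Dixon's test allows at the 95% level. That happened in 45 of 480 groups of samples, in 26 samples, where 24 are due to chance at about 1 in 20 groups. The measures are not independent of each other, so the excess over 24 was not tested.

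5083 genes had an adjusted p under 0.05 between mice 1 to 6 and mice 7 to 12 in edgeR, a difference that the paper does not discuss, 2615 of them higher and 2468 lower in mice 7 to 12. Of 100 splits of the mice with 3 males and 3 females on each side, out of 200 possible ones, 1 gave as many genes, the real one itself, and the others had a median of 1 and at most 2860. Total counts per sample, averaged over the samples of each mouse, were 47641600 ± 1494070 (SD, n = 6) in mice 1 to 6. In mice 7 to 12 they were 46861900 ± 1661100 (n = 6). The exact permutation p was 0.429, two-sided, so a difference in library size was not seen. Across 12261 genes the log2 fold change followed gene length with a Spearman's rho of 0.37 and GC content with 0.16, where 0.3 was the limit set for a bias. The median length was 4047.5 bases for genes higher in mice 7 to 12, 1743 for genes lower and 3123 for all. The numbers may therefore mark a technical difference, such as separate rounds of cell sorting or library preparation, that acts with gene length; the labels and the paper name no batch, and no biological explanation was tested. Males and females are 3 and 3 in each group of mice, so this difference is not one of sex.

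Xist was 0 (others 39.1 to 57.4) CPM in the PFC and Tsix 0 (others 7.46 to 11.9) CPM in the striatum of female mouse 2, and the other samples of this mouse had no counts of either. A male mouse labelled as female would have counts of Y-linked genes, of which its 3 samples had 0. With too few counts in these samples they would have the lowest totals among the females, which 0 of the 3 had. With a single X chromosome in this mouse, genes that escape X inactivation would be low: 4 of 4 such genes, Kdm6a, Kdm5c, Eif2s3x and Ddx3x, had a lower mean than in every other female, with differences of -0.58, -0.59, -0.29 and -0.41 in log2 CPM against the mean of the others, where males differed by -0.68, -0.60, -0.57 and -0.40. A single X chromosome is a candidate explanation and remains a hypothesis, since counts give no karyotype and a strain variant at Xist was not tested. The mouse was kept as female, as labelled. In the midbrain it also had 7999.9 (others 5481 to 6304) CPM of P2ry12 and a summed synapse list of 224.2 (others 245 to 257) CPM, and in the striatum 278 (others 324 to 349) CPM of Fcgr2b.

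The midbrain of female mouse 6 had a summed border macrophage list of 123 (others 2.44 to 11.3) CPM and 16.4 (others 1.52 to 4.88) CPM of Mrc1, which is on that list. It also had 11797 (others 6516 to 7819) CPM for the MHC list, 47.3 (others 18.1 to 26.2) CPM of Clec7a and 1.20 (others 0 to 0.0468) CPM of Pdgfra. Border-associated macrophages in the sorted sample would raise their markers together, and 4 of 6 were higher here than in any other of the 35 samples: Mrc1, Pf4 (5.41 CPM, next 2.33), Cbr2 (1.59, next 1.52) and Ms4a7 (97.9, next 4.79), while Cd163 (0.304) and F13a1 (1.78) were not. Such cells are a candidate explanation for this sample, and no biological explanation was tested for it. Without mouse 6 the mean difference of the summed border macrophage list, midbrain minus PFC, was -1.32 CPM, and with all mice 9.48 CPM.

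Several values stood apart in male mouse 5. In the midbrain these were the interferon list at 1521 (others 632 to 957) CPM, the microtubule list at 2033 (others 2476 to 2587), Fcgr2b at 339 (others 305 to 313), Cd86 at 551 (others 434 to 475) and Xist at 0.303 (others 0 to 0). In the PFC they were Gpx1 at 1359 (others 811 to 966) CPM, Trem2 at 1965 (others 1392 to 1531) and Th at 0.970 (others 0 to 0), and in the striatum Ina at 0.854 (others 0.0206 to 0.321). Its totals of 46626823, 51475735 and 51505565 counts lie within the range of all samples, 37680501 to 54131421, which speaks against depth as the reason. Xist in this male amounts to the 14 counts that are the highest of any male sample. No further explanation, technical or biological, was tested for this mouse.

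Fewer genes were detected in the striatum of female mouse 6 than in the other females, 18127 (others 19166 to 19582), at a total of 43755891 counts where the others had 40389613 to 51704354, so depth does not set it apart. Its most abundant gene took 6.40% of the counts, the largest share among the 35 samples. Cd53 was 2058 (others 1344 to 1564) CPM and Gpr34 4438 (others 3158 to 3634) CPM in the same sample. The number of genes detected followed the first principal component in the midbrain and the PFC (Spearman's rho 0.96 and 0.86, adjusted p = 1.40e-04 and 0.00357), while in the striatum, the region of this sample, rho was 0.56 (permutation p = 0.0627, two-sided, adjusted p = 0.146). That component also went with the summed markers of neurons, astrocytes, oligodendrocytes and endothelial cells (rho 0.59, 0.92 and 0.93 in the midbrain, PFC and striatum). This sample had the lowest score of the striatum on that component (-33.9, others 6.98 to 60.1) and the lowest summed markers of astrocytes (262, others 281 to 445 CPM) and oligodendrocytes (303, others 356 to 895), while those of neurons (39.5, others 37.8 to 59.8) and endothelial cells (21.3, others 19.7 to 67.5) were low but not the lowest. Less RNA from other brain cells is a candidate explanation for the low number of genes, and no biological explanation was tested.

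Markers of other brain cells stood apart in single samples: the cortical neuron list in the midbrain of male mouse 3, 9.34 (others 0.908 to 2.29) CPM, and of female mouse 4, 11.1 (others 0.771 to 2.97); Rbfox3 in the midbrain of male mouse 9, 0.673 (others 0.0444 to 0.238), the PFC of female mouse 8, 1.87 (others 0.689 to 1.08), and the striatum of female mouse 12, 1.55 (others 0.513 to 0.860). Eno2 was 2.96 (others 1.08 to 1.78) CPM in the PFC of female mouse 8 and Dlg4 0.910 (others 0.0387 to 0.355) in that of female mouse 4. Among glial markers, Gfap was 5.98 (others 1.69 to 2.63) CPM in the midbrain of female mouse 8, Slc1a2 55.0 (others 6.83 to 16.1) in the PFC of female mouse 12, Pdgfra 0.295 (others 0 to 0.0561) in the striatum of female mouse 10 and Mog 18.1 (others 1.38 to 7.39) in that of male mouse 9. The other leukocyte list was 24.7 (others 2.47 to 7.97) CPM in the PFC of male mouse 1. RNA of other cells in the sorted samples may underlie these values, as the relation of their summed markers to the first principal component (rho 0.92 in the PFC and 0.93 in the striatum) leaves room for it there, while for the midbrain samples the relation is weaker (rho 0.59, adjusted p = 0.139); which cells or steps it came from was not tested, and neither was a biological explanation.

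The remaining samples stood apart in 1 measure each or in measures without a common theme. In the midbrain they were male mouse 11 for the MHC list, 12053 (others 6473 to 7609.9) CPM, female mouse 10 for Il6ra, 115 (others 71.5 to 84.6), and female mouse 8 for Fcgr3, 1284 (others 1592 to 1738). In the PFC, female mouse 10 had 904 (others 556 to 636) CPM for the interferon list, female mouse 12 2754 (others 2314 to 2434) for the microtubule list and 1469 (others 1075 to 1209.8) for Siglech, and male mouse 11 863 (others 1100.0 to 1141) for Ifngr1. In the striatum, Clec7a was 22.6 (others 8.72 to 13.7) CPM in male mouse 9, Cd86 602 (others 498 to 527) in female mouse 8, Tgfbr1 1826 (others 1208 to 1393) in male mouse 3 and Trem2 1779 (others 1564 to 1627) in male mouse 1. No explanation, technical or biological, was tested for these samples.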

How the results depend on the processing

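The tests behind a covariate for the groups of mice, a covariate for other brain cells, the Holm adjustment and the fit without the striatum sample of mouse 3 were chosen only after the result was seen. Over all alternatives other than leaving out a mouse, the main results and counts gave 253 values with the same direction and side of the threshold, or within 1.5 times the count, 56 beyond that range, 3 no longer past the threshold, 3 newly past it and 4 in the opposite direction. DESeq2 size factors in edgeR moved none of the 26 main results they were applied to, and neither did the omission of sex chromosome markers for the correlations. The difference of the mean PC2 scores between midbrain and the other regions, 55.5, was 30.6 with the 500 most variable genes, 66.01 with scaled genes and 65.0 with DESeq2's normalized counts, on the same side of the threshold, but with scaled genes, and without mouse 1, 4 or 6, the ranges of the scores overlapped. Without mouse 1, 4 or 6 the difference on PC1 was larger, at 46.2, 35.5 and 41.7 against 28.5 with all mice. In no instance was the cause of a change tested.

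DESeq2 gave 1 gene for the interaction in place of 0, where edgeR had 632 at an unadjusted p under 0.05. With edgeR's filterByExpr, genes with a sex difference were 660 in the midbrain, 306 in the striatum and 741 in the PFC (against 1027, 484 and 1124), and the correlations of the sex differences were 0.16 for PFC and midbrain, 0.13 for striatum and midbrain and 0.17 for PFC and striatum (against 0.102, 0.0781 and 0.107). A minimum of 10 counts in every sample lowered them to 457, 258 and 501 genes, the main effect of sex to 459 (from 878), PFC against midbrain to 812 (from 1271), striatum against PFC to 436 (from 667), the genes lower in the midbrain to 230, enriched in the PFC to 45, falling from midbrain to PFC to 80 and falling from PFC to midbrain to 20, and raised the correlations to 0.26, 0.24 and 0.25. These filters take away genes with few counts, so the depth limits what can be said on those genes, and the Y-linked genes, Xist and Tsix have no value under the second one.

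With the mouse number as a block (the replicate block), which pairs the regions of a mouse, 2977 genes had a region effect in place of 1888, 1032 differed between striatum and PFC and 424 were enriched in the striatum; the block takes up sex, so no sex result has a value there. A covariate for the groups of mice, chosen after the data were seen, gave 1009 and 418 for the last 2. With 1 surrogate variable these were 374 and 40, with 83 genes falling from midbrain to PFC and an odds ratio of 12.6 for the microtubule list (Fisher's exact test, adjusted p = 0.0797). The index of other brain cells, also chosen after the data were seen, gave 357, 45 and 87, a correlation of 0.089 for PFC and striatum and an odds ratio of 11.2 (exact test, adjusted p = 0.0892). Over all alternatives the adjusted p for the microtubule set in striatum enriched pattern ran from 3.53e-07 to 0.0892. The index of neuronal markers left 1058 genes with a region effect, 749 for PFC against midbrain, 822 for striatum against midbrain, 2.2e2 (rounded) higher and 1.6e2 (rounded) lower in the midbrain.

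With Benjamini-Hochberg adjusted p-values under 0.05 in place of unadjusted ones, 110 genes differed between striatum and PFC, 14 were enriched in the PFC, 22 in the striatum, 18 fell from midbrain to PFC and 6 from PFC to midbrain. Sex differences with a fold change over 1.2 then numbered 8, 7 and 14 in midbrain, striatum and PFC and 60 over all regions, the microtubule list had an odds ratio of 23.4 (exact test, adjusted p = 0.0521), and 0 mitosis genes were among the genes falling from midbrain to PFC, where 12 were at an unadjusted p under 0.05. Without a minimum on the fold change 168 genes were enriched in the PFC (against 102), 75 fell from PFC to midbrain and 1704 had an effect of sex. DESeq2 with Holm-adjusted post hoc p-values and no such minimum, chosen after the data were seen, gave 169 enriched in the PFC, and leaving out the genes of the gradient gave 54. Fitted on striatum samples alone, 771 genes differed by sex, and limma-voom with mouse as a random effect gave 566 for the main effect of sex. Signed -log10 p in place of fold changes gave correlations of 0.19, 0.17 and 0.18.

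The mean log2 CPM of the markers in place of their sum put the neuronal markers of the midbrain past the threshold (-0.74 against the PFC and -0.51 against the striatum) and the cortical neuron markers against the striatum (-0.74). It turned the sign of border macrophage markers for striatum minus PFC (0.38), of other leukocyte markers for midbrain minus PFC (0.19) and striatum minus PFC (0.19), of astrocyte (0.090) and endothelial markers (0.20) for midbrain minus PFC, and of midbrain neuron markers for midbrain minus PFC (0.67) and striatum minus PFC (0.48). The sum weighs abundant markers most and the mean log2 weighs all alike. Mrc1 changed by -0.12 from midbrain to striatum, by 0.24 with the replicate block and by 0.018 with the groups of mice as a covariate.

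Fits that each left out 1 mouse, or the striatum sample of mouse 3, gave 264 to 391 genes lower in the midbrain, 141 to 241 enriched in the striatum, and correlations of the sex differences of 0.087 to 0.14 for PFC and midbrain, 0.060 to 0.12 for striatum and midbrain and 0.094 to 0.14 for PFC and striatum. Differences of summed markers in CPM ranged from -6.34 to -3.61 (neuronal, midbrain minus striatum), -3.01 to 0.824 (neuronal, striatum minus PFC), -1.97 to -0.880 (cortical neuron, midbrain minus striatum), -1.32 to 11.2 (border macrophage, midbrain minus PFC), -1.72 to -0.747 (the same, striatum minus PFC), -3.58 to -1.30 (other leukocyte, striatum minus PFC), -1480 to 1385 (activation during isolation, striatum minus PFC), -0.228 to 22.7 (astrocyte, striatum minus PFC), -3.17 to 0.461 (endothelial, midbrain minus PFC), -0.547 to 0.145 (midbrain neuron, midbrain minus PFC) and -0.107 to 0.473 (the same, midbrain minus striatum), and the change of Mrc1 from -0.25 to 0.23. The other counts of genes stayed within 1.5 times their value and the other gene list overlaps past their threshold in each of these fits, among them the region effect with 1389 to 1867 genes and the mitosis list with an odds ratio of 63.0 to 96.0. Over the named genes and remaining marker sums, 1064 values were as before when a mouse was left out, 115 no longer past the threshold, 8 newly past it and 10 in the opposite direction. Under the other alternatives, 1 surrogate variable took 10 of these back across the threshold, the index of other brain cells 8, counts summed per mouse 9 and limma-voom 7, and the replicate block put 8 newly past it.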

Differences from the paper's values

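The tests with Holm-adjusted post hoc p-values were chosen only after the result was seen. Enriched in the PFC were 102 genes, against the paper's 169. Of the alternatives set before the data were examined, 1 surrogate variable (124 genes) and no minimum on the fold change (168) came within 1.5 times the paper's count. DESeq2 (106), DESeq2 size factors in edgeR (104), filterByExpr (80), a minimum of 10 counts in every sample (45), the mouse number as a block (109), the index of neuronal markers (73), adjusted post hoc p-values (14), leaving out the genes of the gradient (54) and leaving out each mouse in turn (79 to 103) did not. DESeq2 with Holm-adjusted post hoc p-values and no minimum on the fold change, chosen after seeing the values, gave 169. Also chosen after seeing the data, a covariate for the groups of mice (117) and an index of other brain cells (113) came within 1.5 times the paper's count, while the fit without the striatum sample of mouse 3 (109) and Holm-adjusted post hoc p-values with a fold change over 1.2 (95) did not.

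Counts on genes averaged 47.259 M per sample, against the paper's 30 M reads per sample. The total of counts does not depend on the alternatives, so none of those set before the data were examined bears on it.

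The other counts that the paper states lay within 1.5 times those found here, and some settings gave them exactly. DESeq2, set before the data were examined, gave the paper's counts for sex, 924 in the midbrain, 454 in the striatum, 982 in the PFC and 891 over all regions, where edgeR gave 1027, 484, 1124 and 878. DESeq2 at its default filter with Holm-adjusted post hoc p-values, chosen after seeing the values, gave the paper's 2372 genes with a region effect (here 1888) and, with a fold change over 1.2, its 1368, 1574 and 718 for the pairs of regions (here 1271, 1375 and 667) and 1226, 1381 and 486 at p under 0.01. The same setting without a minimum on the fold change, also chosen after seeing the values, gave the paper's numbers for the patterns, 533 higher and 500 lower in the midbrain, 279 enriched in the striatum, and 162 and 70 in the gradients from midbrain to PFC and from PFC to midbrain, against 367, 401, 2.2e2 (rounded), 133 and 48 here.

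The copy of the paper's supplementary data read here is shortened, to 1998 of the 2372 genes for region and 816 of the 1368 for PFC against midbrain. Of the 1998 genes 1735 had a region effect here, and of the 816 genes 812 were called here and 816 had the same direction; the genes left out of the copy were not compared, and as the lists begin with the smallest p-values for region the shares may be lower among them. The paper's share of variance, about 15% on PC1 and about 9% on PC2 in Fig. 2A, read by eye, compares with 12.1% and 8.51% here.

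Among the genes that the paper names for a pattern, those that follow did not meet it here, since a change stayed below a fold change of 1.2, or for Fcrls met another one. Slc6a6 is given as higher in the midbrain (log2 fold changes here -0.24 for PFC and -0.18 for striatum over midbrain), P2ry12 (0.29 and 0.18) and Ctsa (0.18 and 0.27) as lower there. Prkar1a (0.14 for PFC over midbrain and -0.24 for striatum over PFC) is given as enriched in the PFC, and Selplg (0.18 for striatum over midbrain and 0.16 over PFC) as enriched in the striatum. Fcrls (-0.26 for striatum over PFC) and Cd164 (-0.10) are given as falling from PFC over striatum to midbrain. All of these changes have the direction that the paper states. Each of the genes met its pattern in edgeR without a minimum on the fold change, in DESeq2 without it and in DESeq2 with Holm-adjusted p-values without it, the last chosen after seeing the values, and Fcrls also with the mouse number as a block.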

Other observations

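The splits that keep the groups of mice even, the count of mice exchanged in them, the matched lists and the groups of mice for the selenoprotein genes, the tests on the first principal component and the test on the striatum sample of mouse 3 were tests chosen only after the result was seen.

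To see how many genes arbitrary groups give, the region labels were exchanged within mice in 100 arrangements, the real one included, so that the others differ in which sample of a mouse carries which region. As many genes came from 1 of these, the real one, for the region effect, and the others gave at most 5. The same 1 of 100 was found for PFC against midbrain, striatum against midbrain and striatum against PFC (others at most 5, 5 and 3), for each of the 6 patterns (others at most 4), and for the MHC and interferon genes higher in the midbrain, the synapse genes lower in the midbrain, enriched in the PFC or falling from PFC to midbrain, the microtubule genes enriched in the striatum and the mitosis genes falling from midbrain to PFC (others at most 0). As the other arrangements left at most 4 genes in a pattern, next to no overlap with a list was open to them, and these exchanges test the number of genes in a pattern and not its overlap with a list.

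For sex, 100 splits of the 12 mice into 6 and 6 were drawn from 462, the real one included, which part the mice without regard to sex and keep the samples of a mouse together. As many genes at the unadjusted threshold came from 48 splits for the main effect of sex, 56 for the midbrain, 37 for the striatum and 66 for the PFC, and as many with an interaction at an unadjusted p under 0.05 from 94. These splits can follow the difference between mice 1 to 6 and mice 7 to 12, which alone gave 5083 genes with an adjusted p under 0.05 against 72 for sex; sex is even over these groups and can be told apart from them. Among 100 splits of 200 that keep the groups of mice even, 4 gave as many genes for the main effect of sex, 22 for the midbrain, 16 for the striatum and 38 for the PFC. At an adjusted p under 0.05 the main effect of sex was matched by 12 of the 100 splits and by 1 of the 100 even ones, the real one. The 8, 7 and 14 such genes within midbrain, striatum and PFC were matched by 2, 1 and 3 of the 100 splits. Among the even ones only the real split matched them, and the others gave at most 3, 2 and 3. Of these genes 1, 0 and 7 are autosomal, and genes on the sex chromosomes set the real split apart in any case. At the unadjusted threshold, the number of genes with a sex difference within a region is thus not larger than arbitrary groups of mice give, and for the main effect of sex it depends on which splits are compared.

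The sex differences of the 3 regions correlated with a mean rho that 44 of 100 splits of the mice reached, and 8 of 100 that keep the groups of mice even. Each mouse gave samples to all regions, and the similarity between regions cannot be told apart from what mice shared between regions give.

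Higher in females were 4 selenoprotein genes at the unadjusted threshold with all mice and at least 4 with each mouse left out in turn, so high counts in 1 mouse alone were not the reason, while 2 mice at a time were not left out. Selenoh and Gpx1 lost their adjusted p under 0.05 in 8 and 7 of the 13 fits without 1 mouse or 1 sample. As many in one direction came from 14 of 100 splits, and from 7 of 100 even ones. The even ones were the split by sex itself and 6 of 10 splits in which 1 male and 1 female are exchanged, which carry much of the sex difference, while 0 of 89 even splits farther from sex gave as many; of the splits drawn without keeping the groups even, 5 of 11 with 1 exchange and 8 of 88 farther ones did, and those can follow the groups of mice. Among 10000 lists matched on expression, gene length and GC content, 0% had as many genes higher in females, while 33.6% had a median log2 fold change as low as that of the list (-0.015). The count speaks against GC content or gene length as the reason, but it was added after the median, the measure planned first, was seen. All 4 genes were higher in females in both groups of mice, which genes called over all mice are likely to be. Sex is even over these groups, and with them as a covariate 4 genes remained (odds ratio 15.4), which speaks against a difference between the groups as the reason; by the direction of the genes alone the pattern cannot be told apart from it, a label given only after it was seen. By the median alone the pattern cannot be told apart from GC content or gene length, though over 12261 genes the sex difference hardly followed gene length (rho -0.046) or GC content (0.0047).

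Synapse genes higher in PFC and striatum could come from RNA from neurons in the sorted cells. Markers of cortical neurons were highest in the PFC in 8 of 11 mice and those of striatal neurons highest in the striatum in 11 of 11, while those of midbrain neurons were highest in the midbrain in 3 of 11. Only 4 of the 13 midbrain neuron markers are in the table of counts, and those such as Slc6a3 and Tph2 are not, so this says little on midbrain neurons. Within a region, samples with more neuronal markers would have more synapse genes, and Spearman's rho was 0.25 in the PFC and 0.39 in the striatum (permutation p = 0.453 and 0.209, two-sided), a weak test with 11 and 12 samples. With the index of neuronal markers as a covariate, the synapse genes lower in the midbrain fell from 10 to 5, those enriched in the PFC from 6 to 2 and those falling from PFC to midbrain from 6 to 2. For the genes lower in the midbrain the loss was not one of synapse genes in particular, as all of them fell from 401 to 1.6e2 (rounded) and the odds ratio of the synapse list went from 13.6 to 15.1. Among all genes enriched in the PFC (102 to 73) and falling from PFC to midbrain (48 to 35) the loss was smaller than among their synapse genes. The odds ratios went from 30.7 to 12.7 and from 70.2 to 27.3, though on few genes. Snap25 and Syn1, synapse genes of both patterns, are themselves in the neuronal index, so part of that loss may be built in. The neuronal index also took away MHC genes higher in the midbrain (9 to 4). The mean log2 CPM of its markers differed by -0.74 for midbrain minus PFC and by -0.51 for midbrain minus striatum. It was higher in the midbrain in 0 of 11 and 3 of 12 mice. As a covariate the index can therefore take up region differences of any gene, and these losses do not show that neuronal RNA is their source. An index of neuronal, astrocyte, oligodendrocyte and endothelial markers was chosen after the data were seen. It left 6 synapse genes lower in the midbrain, 8 enriched in the PFC and 6 falling from PFC to midbrain. With 1 surrogate variable these were 7, 8 and 6. Under either covariate, synapse genes enriched in the PFC or falling from PFC to midbrain were thus not lost. RNA from neurons of the same region remains a candidate explanation, and synapse genes expressed by microglia remain another that these counts cannot set apart from it.

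Immune genes higher in the midbrain might come from border-associated macrophages, lymphocytes or monocytes in the midbrain sort, or from activation during cell isolation. No difference was seen in the summed markers of border macrophages between midbrain and PFC (exact sign-flip p = 0.883, two-sided) or striatum (exact p = 0.310), nor in those of lymphocytes and monocytes (exact p = 0.325 and 0.412) or in genes of activation during isolation (exact p = 0.448 and 0.276). However, 3 of 11 lymphocyte and monocyte markers, Cd79a, Gzma and Ly6c2, were among the genes higher in the midbrain than in both other regions without a difference between these (odds ratio 21.5, Fisher's exact test, one-sided, adjusted p = 0.00660 over 104 tests). With 11 and 12 mice a small difference could be missed, and the mean log2 CPM of other leukocyte markers had the opposite sign (0.19 for midbrain minus PFC). The summed lymphocyte and monocyte markers differed by a mean of -2.74 CPM (midbrain minus PFC) and were higher in the midbrain in 3 of 11 mice. With a mouse left out, that difference ran from -3.765 to -0.653 CPM. The MHC list was higher by 2163 CPM in 11 of 11 mice. This speaks against such cells as the reason for the whole difference, while a few of them in the midbrain sort remain possible. Over 12261 genes the log2 fold change followed gene length and GC content only weakly (rho 0.029 and 0.10 for PFC over midbrain, 0.12 and 0.23 for striatum over midbrain, under the limit of 0.3), which speaks against a general bias of this kind, while the immune genes alone and reads shared among MHC paralogs were not tested; a difference of microglia between regions is a hypothesis at most.

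Samples of a region spread along the first principal component, and RNA from other brain cells is a candidate explanation: within regions the summed neuronal, astrocyte, oligodendrocyte and endothelial markers followed it with a Spearman's rho of 0.59 in the midbrain, 0.92 in the PFC and 0.93 in the striatum (permutation p = 0.0495, 2.50e-04 and 4.00e-05, two-sided, adjusted over 14 relations 0.139, 0.00117 and 2.80e-04). Pearson's r was 0.59, 0.91 and 0.93, and 0.68, 0.89 and 0.93 without the 2 most extreme samples. For total counts, a difference in library size, rho was 0.14, -0.15 and 0.13, so library size was not seen to drive it.

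The sample taken as striatum of mouse 3 was placed by transcripts that differ between striatum and PFC in the other mice. It lay at 83.6% of the way from the PFC mean to the striatum mean, where the other striatum samples ran from 59.9 to 115% and the PFC samples from -19.3 to 58.2%, as a striatum sample would; this played no part in its assignment.

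Cx3cr1 measured 4708 ± 316 CPM (SD, n = 12) in the midbrain, 5016 ± 376 (n = 12) in the striatum and 5069 ± 504 (n = 11) in the PFC, with log2 fold changes of 0.11 (standard error 0.051, adjusted p = 0.256) for PFC over midbrain and 0.092 (standard error 0.050, adjusted p = 0.307) for striatum over midbrain; with the mouse as a block these were 0.11 (adjusted p = 0.135) and 0.091 (adjusted p = 0.160), and it was higher in the PFC in 9 of 11 mice and in the striatum in 10 of 12 mice. Sirpa measured 2099 ± 262 CPM (SD, n = 12) in the midbrain, 2378 ± 225.3 (n = 12) in the striatum and 2233 ± 249.5 (n = 11) in the PFC, with log2 fold changes of 0.094 (standard error 0.065, adjusted p = 0.527) for PFC over midbrain and 0.18 (standard error 0.064, adjusted p = 0.0776) for striatum over midbrain; with the mouse as a block these were 0.10 (adjusted p = 0.190) and 0.18 (adjusted p = 0.00396), and it was higher in the PFC in 7 of 11 mice and in the striatum in 11 of 12 mice. Mrc1 measured 4.18 ± 4.38 CPM (SD, n = 12) in the midbrain, 3.81 ± 1.02 (n = 12) in the striatum and 5.61 ± 1.44 (n = 11) in the PFC, with log2 fold changes of 0.43 (standard error 0.32, adjusted p = 0.569) for PFC over midbrain and -0.12 (standard error 0.31, adjusted p = 0.886) for striatum over midbrain; with the mouse as a block these were 0.88 (adjusted p = 0.0447) and 0.24 (adjusted p = 0.656), and it was higher in the PFC in 10 of 11 mice and in the striatum in 8 of 12 mice; in mouse 6, 5.37 CPM in the PFC stood against 16.4 in the midbrain. Across the same 12261 genes, the log2 fold change correlated with gene length and with GC content by a Spearman's rho of 0.029 and 0.10 for PFC over midbrain, 0.12 and 0.23 for striatum over midbrain, 0.14 and 0.19 for striatum over PFC and -0.046 and 0.0047 for male over female.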
